# Variant PCGF1-PRC1 links PRC2 recruitment with differentiation-associated transcriptional inactivation at target genes

**DOI:** 10.1038/s41467-021-24894-z

**Published:** 2021-09-09

**Authors:** Hiroki Sugishita, Takashi Kondo, Shinsuke Ito, Manabu Nakayama, Nayuta Yakushiji-Kaminatsui, Eiryo Kawakami, Yoko Koseki, Yasuhide Ohinata, Jafar Sharif, Mio Harachi, Neil P. Blackledge, Robert J. Klose, Haruhiko Koseki

**Keywords:** Histone post-translational modifications, Gene silencing, Transcription, Embryonic stem cells, Stem-cell differentiation

## Abstract

Polycomb repressive complexes-1 and -2 (PRC1 and 2) silence developmental genes in a spatiotemporal manner during embryogenesis. How Polycomb group (PcG) proteins orchestrate down-regulation of target genes upon differentiation, however, remains elusive. Here, by differentiating embryonic stem cells into embryoid bodies, we reveal a crucial role for the PCGF1-containing variant PRC1 complex (PCGF1-PRC1) to mediate differentiation-associated down-regulation of a group of genes. Upon differentiation cues, transcription is down-regulated at these genes, in association with PCGF1-PRC1-mediated deposition of histone H2AK119 mono-ubiquitination (H2AK119ub1) and PRC2 recruitment. In the absence of PCGF1-PRC1, both H2AK119ub1 deposition and PRC2 recruitment are disrupted, leading to aberrant expression of target genes. PCGF1-PRC1 is, therefore, required for initiation and consolidation of PcG-mediated gene repression during differentiation.

## Abstract (web summary)

Polycomb repressive complexes (PRC1 and PRC2) repress genes that are crucial for development via epigenetic modifications; however, their role in differentiation is not well known. Here the authors reveal that a PCGF1-containing PRC1 variant facilitates exit from pluripotency by downregulating target genes and recruiting PRC2.

## Introduction

Polycomb group (PcG) factors are conserved among metazoans and are required for the downregulation of developmental genes. In mammals, developmental genes frequently possess CpG islands (CGIs). PcG complexes bind these CGIs and mediate down-regulation of target genes^1–4^. At the molecular level, PcG proteins form at least two distinct multimeric protein complexes, Polycomb repressive complexes-1 (PRC1) and -2 (PRC2). PRC1 mediates mono-ubiquitination of Histone H2A at lysine 119 (H2AK119ub1) via RING1A/B, while PRC2 mediates Histone H3 lysine 27 (H3K27me) methylation via EZH1/2^5–7^. PRC1 binds to H3K27me3 through chromobox (CBX) proteins^8,9^. However, PRC1 complexes harboring RYBP or YAF2, without CBX components, occupy genomic regions independently of PRC2^10,11^. To explain this key feature, one must consider the variety of Polycomb complexes that exists in mammalian cells. Indeed, previous studies have revealed six PRC1 subcomplexes which share a common RING1A/B catalytic subunit but mutually distinct PCGF (PCGF1-6) accessory proteins^10,11^. PRC2 also forms two distinct complexes, namely, PRC2.1 and PRC2.2^12^. Such structural variety indicates a division of labor among PRC1 and PRC2 complexes, though they share a common function to mediate H2AK119ub1 or H3K27me3, respectively. This complexity likely confers robustness and reversibility to PcG-mediated gene silencing^10,12,13^.

The variant PCGF1-PRC1 complex is composed of PCGF1, RING1A/B, KDM2B, BCOR, SKP1, and RYBP, and recognizes CGIs via the CXXC domain of KDM2B to mediate H2AK119ub1^1,2,14^. Local H2AK119ub1 deposition by PCGF1-PRC1 facilitates targeting of PRC2.2, which acts in synergy with PRC2.1 to regulate subsequent H3K27me3 deposition and recruitment of canonical PRC1 containing PCGF2/4 (also known as MEL18/BMI1)^15,16^. H3K27me3-dependent recruitment of canonical PCGF2/4-PRC1 mediates robust down-regulation of PRC1 target genes^17^. Given that the PCGF1-PRC1 complex can drive de novo formation of Polycomb chromatin domains containing PRC1, H2AK119ub1, PRC2, H3K27me3, and canonical PCGF2/4-PRC1, it is also plausible that the same complex plays a dynamic role to initiate PcG-mediated silencing^14^. However, whether and how PcG factors, not only PCGF1-PRC1 but also other PRC1 sub-complexes, regulate dynamic changes of target gene expression during differentiation remains largely unknown.

Here, we, therefore, designed this study to address the role of PRC1 during differentiation-associated transcriptional changes, particularly during transcriptional inactivation, of PcG target genes. By differentiating embryonic stem cells (ESCs) into embryoid bodies (EBs), we reveal a role for PCGF1-PRC1 to mediate differentiation-associated down-regulation of a group of genes. Differentiation induces down-regulation at these genes, in association with PCGF1-PRC1 mediated deposition of H2AK119ub1 and PRC2 recruitment. By depleting PCGF1, both H2AK119ub1 deposition and PRC2 recruitment are disrupted, leading to aberrant expression of the target gene. PCGF1-PRC1 is, therefore, required for initiation and consolidation of PcG-mediated gene repression during differentiation.

## Results

### A group of PRC1 target genes is down-regulated upon ESC differentiation

Mouse ESCs undergo self-renewing proliferation while maintaining their developmental potential, and are a good model to study the diverse function of PRC1 sub-complexes. Indeed, we have previously shown that disruption of RING1A/B in ESCs leads to ectopic or premature activation of developmental genes and exit from pluripotent status^18^. To explore the role of PRC1 subcomplexes during differentiation-associated downregulation of gene expression, we derived EBs by differentiating ESCs.

To identify the genes that are down-regulated during ESC-to-EB differentiation in a PRC1-dependent manner, we established *Pcgf1* conditional ESCs from *Pcgf1*:^*fl/fl*^*Rosa26*^*CreERT2tg/+*^ blastocysts^19,20^. Undifferentiated ESCs were cultured in LIF (leukemia inhibitory factor) and 3i (SU5402 for FGFR, PD184352 for MEK1/2, and CHIR99021 for GSK3β), and were maintained on mouse embryonic fibroblasts (MEFs). Induction of EBs was done by removing 3i and LIF, and by culturing in suspension for 48 h (Fig. 1a). Chromatin immunoprecipitation followed by deep sequencing (ChIP-seq) revealed that during the transition from ESCs to EBs, binding of RING1B was increased (Group 1) in 164 genes, decreased (Group 3) in 73 genes, and remained unchanged (Group 2) in 1542 genes (Fig. 1b; Supplementary Data 1). RING1B binding at transcriptional start sites (TSS) of Group 1 or 3 genes are shown by meta-plots (Fig. 1c), and by visual inspection for selected Group 1 genes (i.e., *Klf4*, *Tbx3*, and *Pdgfa*) or Group 3 genes (i.e., *Sox4* and *Grhl2*) (Fig. 1d). We observed an increase of RING1B binding at the CGIs of *Klf4*, *Tbx3*, and *Pdgfa*, but a decrease at *Sox4* and *Grhl2*. Of note, gene ontology analysis revealed that development- or differentiation-related genes were similarly enriched among Group 1, 2, and 3 (Supplementary Fig. 1).

**Fig. 1:**
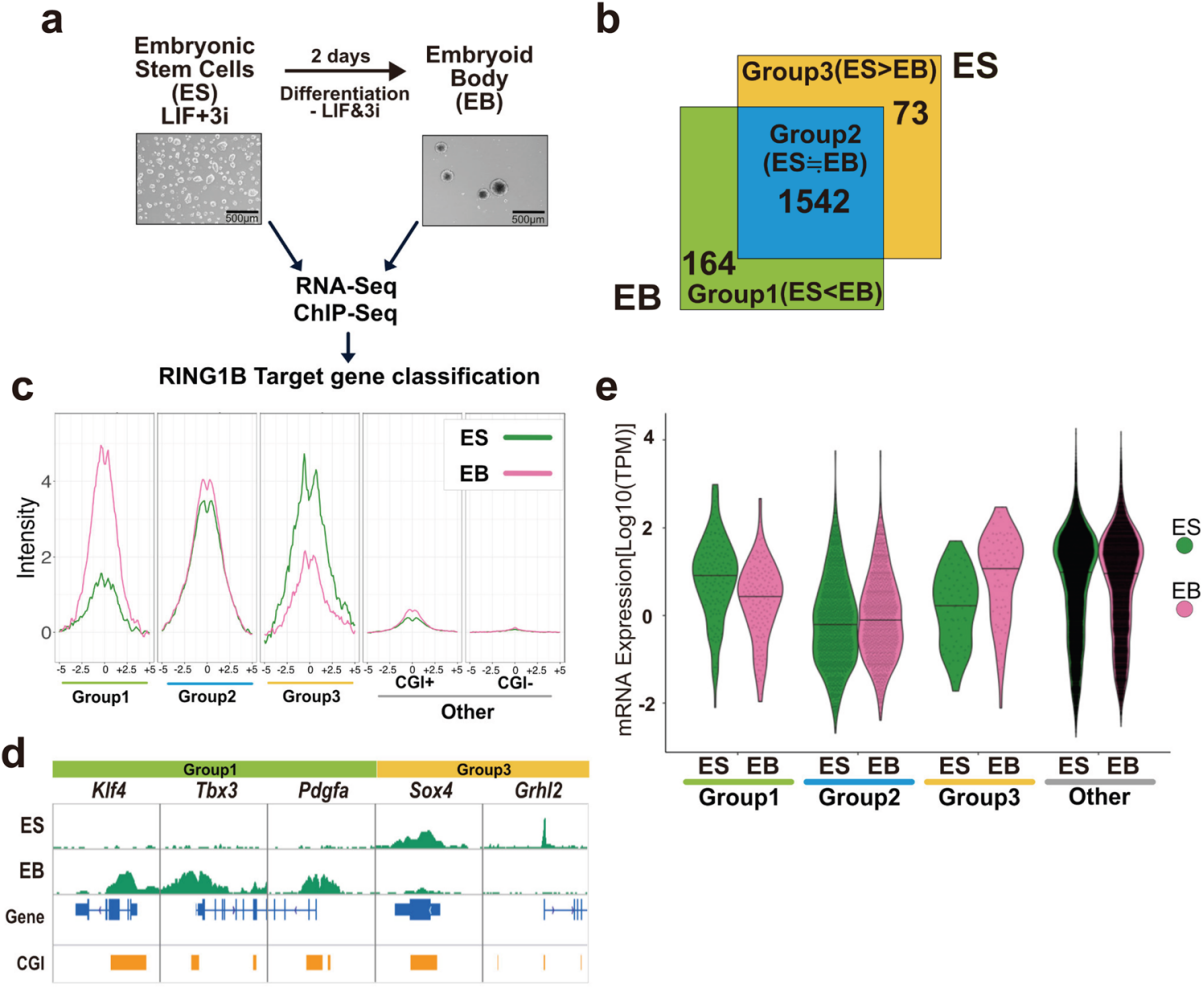
Differentiation-associated accumulation of RING1B binding at Group 1 genes takes place in association with downregulation of gene expression. **a** Overview of the experimental design to identify genes that are downregulated during ESC-to-EB differentiation and bound by RING1B. Representative colony morphologies for ESCs and EBs are also shown. Experiments were repeated independently at least 2 times with the same results. **b** Identification of genes at which RING1B binding changes during ESC-to-EB transition. The number of genes in each category is shown in the Venn diagram. Genes bound by RING1B are classified into “Group1” (Log2FC[EB/ES] > 1)., “Group2” (−1 ≤ Log2FC[EB/ES] ≤ 1) or “Group3” (Log2FC[EB/ES] < −1), and are indicated by green, blue and yellow, respectively. **c** Average binding of RING1B in each group in ESCs and EBs. Metaplot views of RING1B binding at TSS ± 5 kb at each gene group are shown. Genes not bound by RING1B in both ESCs and EBs are further divided into CGI + (associated with CGIs) or CGI- (not associated with CGIs). Data from ESCs or EBs are indicated by green or pink lines, respectively. **d** Binding of RING1B at selected Group1 genes (*Klf4*, *Tbx3*, *Pdgfa*), and Group3 genes (*Sox4*, *Grhl2*), in ESCs and EBs. Snapshots of RING1B distributions in the ESCs and EBs are shown. Gene structures and positions of CpG islands (CGI) are indicated at the bottom. **e** Changes in the expression of genes differentially bound by RING1B during ESC-to-EB differentiation. Violin plot shows of the expression of genes in each group, in ESCs and EBs.

We next examined whether the increase or decrease of RING1B binding led to transcriptional changes. 

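RNA-seq was performed on the conditional ESC line whose *Pcgf1* alleles are floxed (*fl/fl*) and which carries a Cre recombinase that 4-OHT activates. ESCs are pluripotent cells, kept here with LIF and 3i on MEFs, and EBs are the aggregates that they form during 48 h of suspension culture without LIF and 3i. The data comprise 19 libraries of this line, of which 4 are of control ESCs, 5 of *Pcgf1*-KO ESCs, 5 of control EBs and 5 of *Pcgf1*-KO EBs. According to the paper's methods, poly(A) RNA was sequenced as 75 bp or 50 bp single-end reads, and the reads on exons were counted with STAR (version 2.5.2b) on the mm9 genome. The authors deposited TPM, transcript abundances scaled to a fixed sum, for genes listed by symbol, and the paper's text does not describe the step from reads to TPM. Each library sums to 1000000 TPM, so the number of reads behind a value is unknown. Between 6241 and 9139 genes per library were listed at 0, with a median of 8201 in control ESCs, 8130 in *Pcgf1*-KO ESCs, 8164 in control EBs and 7949 in *Pcgf1*-KO EBs. Replicate 1, replicates 2 and 3, and replicates 4 and 5 carry identifiers of 3 separate library series, and control ESCs have no replicate 5. Each series holds ESCs and EBs of both genotypes, so a comparison of same-numbered libraries stays within a series.

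From these values, log2(TPM + 0.1) was fitted with limma for the 20594 genes with a TPM above 0 in at least 1 of the 19 libraries, with a mean for each of the 4 groups and a shared estimate of the spread. The *p*-values were adjusted by the Benjamini-Hochberg method. A fold change on this scale understates the change of low genes. The value of a gene group is the median log2 fold change of its genes. It was tested with limma's camera (two-sided), which asks whether the group moved apart from the other genes at a preset inter-gene correlation of 0.01, and the *p*-values were adjusted over the 38 gene group results of all lines.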

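In control EBs against control ESCs, 728 genes had a log2 fold change above 2 and 815 genes had one below -2, each with an adjusted *p*-value under 0.05 from limma. The log2 fold change alone was passed by 784 genes upward and 938 downward. With the replicate number as a block in the fit, the counts were 780 and 970. The deviations of same-numbered control ESC and EB libraries from their group means were correlated across 13400 genes (r = 0.37). The choice that moved the counts most was a pseudocount of 1 in place of 0.1, which gave 241 and 357 genes. The 625 genes that the paper lists as downregulated in Supplementary Data 2 were all tested. All 625 had a negative log2 fold change here and 575 of them were among the 815 genes. The paper's log2 fold changes and those computed here had r = 0.81 across these 625 genes, which are not independent replicates.

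The highest log2 fold changes among genes whose ESC and EB libraries did not overlap were those of *Car4* (7.74, standard error 0.55, adjusted *p* = 2.54e-08), *Fgf5* (7.58), *Wt1* (7.35) and *Tmem54* (6.87). *Wnt8a* belonged to the same 5 genes, with 12.6 ± 6.9 TPM (SD, n = 5) in control EBs, and was listed at 0 in the 4 control ESC libraries. The lowest were those of *Fosb* (-9.03, standard error 0.36, adjusted *p* = 2.97e-11), *Fos* (-8.23), *Spic* (-7.16), *Klf4* (-7.12) and *Edn1* (-6.63). *Fos* and *Fosb* are immediate early genes, whose RNA can rise during cell handling, and all 12 genes of a list of such genes were lower in EBs, with a median log2 fold change of -3.84.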

Upon ESC-to-EB differentiation, we found 765 upregulated (log2FC > 2) and 625 downregulated (log2FC < −2) genes in total (Supplementary Data 2). 

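Of the 164 Group 1, 1541 Group 2 and 73 Group 3 genes listed in Supplementary Data 1, 160, 1501 and 72 were found in the files by symbol, and 153, 1359 and 68 had a TPM above 0 in the *Pcgf1* line. The median TPM of Group 1 genes was 6.21 ± 1.68 (SD, n = 4) in control ESCs and 2.13 ± 0.476 (SD, n = 5) in control EBs. Their median log2 fold change from ESCs to EBs was -1.33 (adjusted *p* = 2.47e-13, limma camera), with 89 genes below -1 and 9 genes above 1. Every control EB library had a lower Group 1 median than every control ESC library (difference of library medians -1.49, two-sided exact permutation test, *p* = 0.0159, the smallest that 4 libraries against 5 allow). With the replicate number as a block, the Group 1 value was -1.37 (adjusted *p* = 5.14e-12), and within same-numbered pairs it ran from -1.31 to -0.9, lower in EBs in 4 of 4 pairs. A pseudocount of 1 moved this value most, to -0.82, and restricting the genes to those with a mean TPM of at least 1 moved it nearly as far in the other direction, to -1.83. The adjusted *p* over the alternatives ran from 1.5e-15 to 0.155, the highest with the inter-gene correlation estimated from these libraries in place of 0.01. Of the 153 genes, 21 followed fibroblast marker genes across 6 control ESC libraries of 2 lines, and the median over the 132 others was -1.15.

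The median TPM of Group 3 genes was 1.33 ± 0.401 (SD, n = 4) in control ESCs and 12.0 ± 5.03 (SD, n = 5) in control EBs. Their median log2 fold change was 2.16 (adjusted *p* = 2.48e-23), with 55 of 68 genes above 1 and 4 below -1. The block fit gave 2.21 (adjusted *p* = 1.4e-21), and the rise was seen in 4 of 4 same-numbered pairs, from 1.77 to 2.57. No control EB library overlapped with a control ESC library in its Group 3 median (difference 3.02, two-sided exact permutation test, *p* = 0.0159). Over the alternatives the adjusted *p* for Group 3 ran from 5.39e-24 to 0.121, again highest with the estimated correlation.

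For Group 2 genes, whose median TPM was 0.318 ± 0.0583 (SD, n = 4) in control ESCs and 0.382 ± 0.101 (SD, n = 5) in control EBs, the median log2 fold change was 0.05 (adjusted *p* = 0.175) and 0.06 (adjusted *p* = 0.21) with the block. The difference of library medians, 0.19, was within the spread between replicates (two-sided exact permutation test, *p* = 0.333). Single Group 2 genes moved in both directions, 278 of 1359 above 1 and 207 below -1. The adjusted *p* over the alternatives ran from 0.157 to 0.728.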

Consistent with the repressive role of PcG factors, Group 1 genes showed down-regulation, and Group 3 genes showed up-regulation, while Group 2 genes showed no change in expression (Fig. 1e). The increase of RING1B binding at Group 1 genes is therefore linked to transcriptional downregulation during ESC-to-EB differentiation.

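*Klf4*, on chromosome 4 of mm9 from 55540013 to 55545347 on the minus strand, had 958 ± 346 TPM (SD, n = 4) in control ESCs and 7.42 ± 4.32 TPM (SD, n = 5) in control EBs, a log2 fold change of -7.12 (standard error 0.62, adjusted *p* = 2.7e-07). *Tbx3*, on chromosome 5 from 120120678 to 120134733 on the plus strand, fell from 404 ± 168 to 16.6 ± 4.79 TPM (log2 fold change -4.55, standard error 0.42, adjusted *p* = 5.29e-07). *Pdgfa*, on chromosome 5 from 139451968 to 139473324 on the minus strand, fell from 123 ± 28.0 to 13.1 ± 5.32 TPM (log2 fold change -3.30, standard error 0.39, adjusted *p* = 6.22e-06). For these Group 1 genes the block fit gave -7.28, -4.59 and -3.41.

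The Group 3 gene *Sox4*, on chromosome 13 from 29040788 to 29045582 on the minus strand, rose from 15.1 ± 7.02 to 125 ± 67.4 TPM (log2 fold change 3.03, standard error 0.49, adjusted *p* = 0.000165). *Grhl2*, on chromosome 15 from 37162791 to 37293324 on the plus strand, rose from 4.19 ± 0.972 to 35.8 ± 14.8 TPM (log2 fold change 3.00, standard error 0.37, adjusted *p* = 9.6e-06). With the block, both had a log2 fold change of 3.12. At all 5 genes the control ESC and EB libraries did not overlap, which has a chance of 0.0159 for a single gene. From the fall of Group 1 genes, at which RING1B binding increased, the paper concludes that the gain of RING1B binding is linked to lower transcription.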

### PCGF1 mediates differentiation-associated downregulation of Group 1 genes and RING1B recruitment

To determine whether RING1 proteins (RING1A and 1B) are involved in differentiation-associated downregulation of Group 1 genes, we ablated both genes using previously published *Ring1A/B* double knockout (dKO) ESCs^18^. Since *Ring1A/B*-dKO ESCs cannot be maintained in long-term culture, we induced EB formation and RING1B depletion at the same time point (Fig. 2a, Supplementary Fig. 2b). 

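The RNA-seq data of the *Ring1A/B*-dKO line comprise 8 libraries, 2 of each labelled group: control ESCs, mutant ESCs, control EBs and mutant EBs. In this line *Ring1A* is absent and *Ring1B* (*Rnf2*), on chromosome 1 of mm9 from 153316536 to 153347953 on the minus strand, is deleted upon addition of 0.8 µM 4-OHT. The values are the authors' TPM, and between 6039 and 7201 genes per library were listed at 0.

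*Rnf2* was measured at 78.2 and 77.2 TPM in the libraries labelled control ESCs, 63.2 and 62.9 TPM in those labelled mutant ESCs, 95.1 and 83.2 TPM in those labelled control EBs, and 78.1 and 80.5 TPM in those labelled mutant EBs. It was thus lower in every library labelled mutant than in those labelled control of the same stage, by a small margin, and TPM over a whole gene need not show the loss of single exons. *Ring1* (*Ring1A*) was between 0.973 and 3.41 TPM in the 8 libraries. The condition named by the authors in the deposited data differs from the sample label for 4 of the 8 libraries: those labelled mutant ESCs are named there as control EBs, and those labelled control EBs as mutant ESCs. On a scale built from 584 genes that rose and 698 that fell in control EBs of the *Pcgf1* line outside Groups 1 to 3, with ESC and EB libraries divided at -0.65, the libraries labelled mutant ESCs lay at 1.32 and 1.35, on the side of EBs. The libraries labelled control EBs lay at -1.84 and -1.85, on the side of ESCs. Those labelled mutant EBs lay on the side of EBs (-0.13 and -0.06) and control ESCs on that of ESCs. Both comparisons of *Rnf2* by label thus set opposite stages against each other. *Rnf2* was also lower in control EBs than in control ESCs of the *Pcgf1* line (log2 fold change -0.64, adjusted *p* = 0.0053 from limma). In untreated cells of the point mutant line described below it was at -0.11 (adjusted *p* = 0.749). Its lower values by label can thus reflect the stage. The conditions given for this line are those of the sample labels throughout. Each direction depends on them, except that of the mutant effect in EBs minus that in ESCs, which is the same by label and by name.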

In the absence of RING1A and 1B, Group 1 genes were not downregulated in EBs, showing the role of PRC1 to downregulate Group 1 genes upon differentiation.

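By their labels, the control ESC libraries had a median Group 1 expression of 5.85 and 5.92 TPM and the control EB libraries one of 6.91 and 7.24 TPM. The libraries labelled mutant ESCs had 2.67 and 2.69 TPM and those labelled mutant EBs 6.16 and 6.26 TPM. Between the libraries labelled control, the median log2 fold change of the 153 Group 1 genes from ESCs to EBs was 0.15 (adjusted *p* = 0.858, limma camera, and 0.841 with the replicate number as a block). It turned to -0.08 under quantile normalization, and the adjusted *p* over the alternatives ran from 0.0177 to 0.953, the lowest with fry, which tests the group without reference to other genes. Between the libraries labelled mutant it was 1.15 (adjusted *p* = 5.98e-07, and 9.42e-07 with the block), and the alternatives ran from 1.79e-08 to 0.155.

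Libraries labelled mutant ESCs had lower Group 1 expression than those labelled control ESCs, with a median log2 fold change of -0.69 (adjusted *p* = 2.5e-09, and 4.56e-09 with the block; 1.07e-09 to 0.134 over the alternatives). For libraries labelled EBs, the mutant differed from the control by -0.05 (adjusted *p* = 0.0367, and 0.0422 with the block), and the alternatives ran from 0.00143 to 0.398. The mutant effect in EBs minus that in ESCs was 0.93 (adjusted *p* = 1.51e-09, and 3.08e-09 with the block). Same-numbered libraries of this line did not deviate together (r from -0.03 to 0 across 14035 genes). From the comparison of *Ring1A/B*-dKO with control EBs in Fig. 2a, the paper concludes that PRC1 acts to lower Group 1 genes upon differentiation.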

**Fig. 2:**
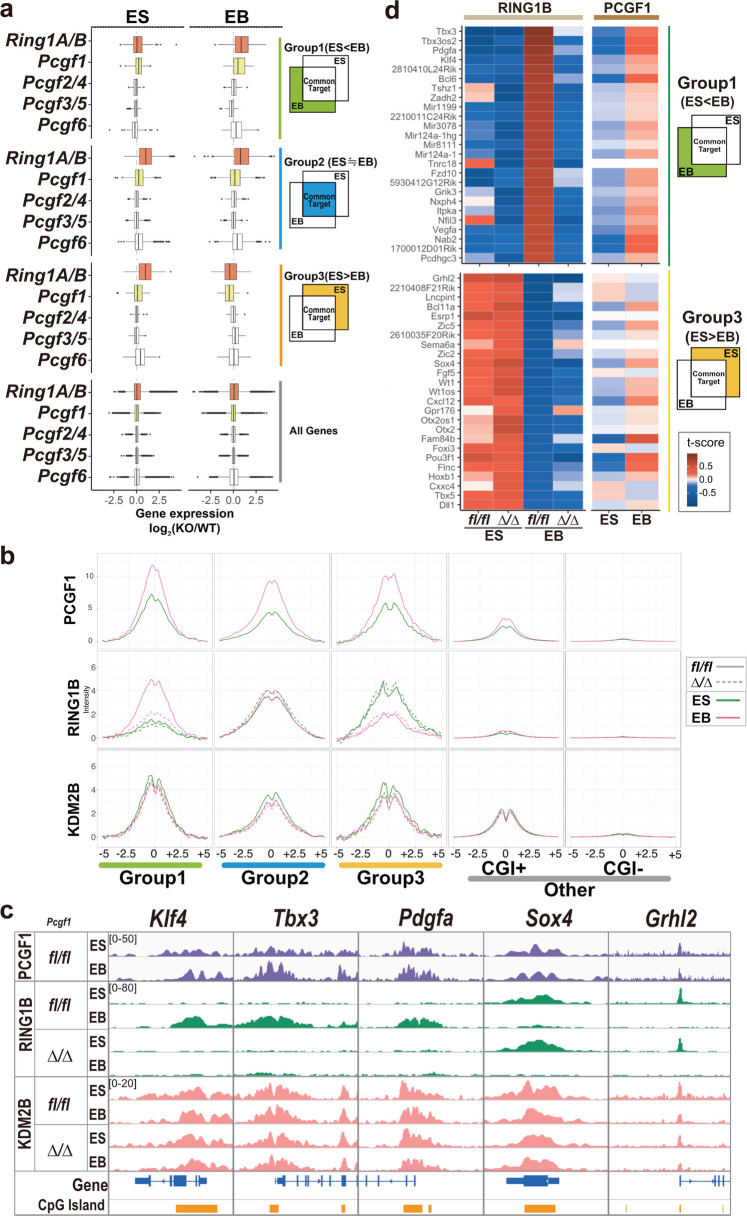
PCGF1 is required for differentiation-associated downregulation of PRC1 target genes. **a** Gene expression changes in each group (Group1: *n* = 164, Group2: *n* = 1542, Group3: *n* = 73) upon deletion of *Ring1a/b*, *Pcgf1*, *Pcgf2/4*, *Pcgf3/5* or *Pcgf6* in ESCs and EB. Box plot comparisons show fold changes (KO vs WT) in mRNA expression in ESCs and EBs. The interquartile range (IQR) is defined as follows: the first quartile (Q1) is greater than 25% of the data and less than the other 75%. The second quartile (Q2) sits in the middle, dividing the data in half. Q2 is also known as the median. The third quartile (Q3) is larger than 75% of the data and smaller than the remaining 25%. In a box and whiskers plot, the ends of the box and its centerline mark the locations of these three quartiles. Each whisker extends to the furthest data point in each wing that is within 1.5 times the IQR. The outlier value is > 1.5 times and < 3 times the IQR beyond either end of the box. **b** Average binding of PCGF1, RING1B, and KDM2B in each gene group in WT or *Pcgf1*-KO ESCs and EBs. Metaplot views of PCGF1, RING1B, and KDM2B binding at the TSS (5 kb upstream to 5 kb downstream) for each gene group in WT (*fl/fl*; solid lines) or *Pcgf1*-KO (*∆/∆*; dotted lines) ESCs and EBs. Data from ESCs and EBs are indicated by green and pink lines, respectively. **c** Binding of PCGF1, RING1B, and KDM2B at selected Group 1 genes (*Klf4*, *Tbx3*, *Pdgfa*) and Group 3 genes (*Sox4*, *Grhl2*) in WT or *Pcgf1*-KO ESCs and EBs. Genomic snapshots of PCGF1, RING1B, and KDM2B distributions in WT (*fl/fl*) or *Pcgf1*-KO (*∆/∆*) ESCs and EBs are also shown. Gene structures and positions of CpG islands are indicated at the bottom. **d** Binding of RING1B and PCGF1 at 25 Group 1 or 3 genes in WT or *Pcgf1*-KO ESCs and EBs. Heat map views show RING1B binding in WT (*fl/fl*) or *Pcgf1*-KO (*∆/∆*) ESCs and EBs.

We tested if the accumulation of PRC1 (e.g., RING1B) at Group 1 genes could be mediated by specific PRC1 sub-complexes. 

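The bar graph of Supplementary Fig. 2a rests on 2 control ESC and 2 control EB libraries of the *Pcgf1* line. Its source data match replicates 1 and 2 of those groups to within 0.00031%. Control ESC replicates 3 and 4 and control EB replicates 3, 4 and 5 were not used there, and the paper gives no reason for leaving them out.

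Over the paper's libraries and then over all libraries, *Pcgf1* (chromosome 6, from 83028380 to 83030841 in mm9) had 11.2 and 12.3 ± 1.31 TPM (SD, n = 4) in ESCs and 9.25 and 12.4 ± 4.08 TPM (SD, n = 5) in EBs. *Pcgf2* (chromosome 11, from 97550137 to 97561811) had 67.0 and 72.1 ± 14.1 TPM in ESCs and 55.6 and 64.0 ± 14.0 TPM in EBs. *Pcgf3* (chromosome 5, from 108890251 to 108935995) had 47.8 and 49.6 ± 12.6 TPM in ESCs and 61.7 and 55.2 ± 20.9 TPM in EBs. *Bmi1*, the gene of PCGF4 (chromosome 2, from 18598645 to 18608256), was the lowest, with 7.34 and 7.66 ± 1.02 TPM in ESCs and 6.47 and 6.93 ± 0.578 TPM in EBs. *Pcgf5* (chromosome 19, from 36453557 to 36530682) had 24.7 and 24.1 ± 0.942 TPM in ESCs and 11.4 and 14.0 ± 5.91 TPM in EBs. *Pcgf6* (chromosome 19, from 47108109 to 47125380) had 61 and 57.4 ± 7.29 TPM in ESCs and 86.8 and 90.6 ± 3.6 TPM in EBs.

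In ESC replicates 3 and 4, which the paper did not use, *Pcgf1* had 13.0 and 13.6 TPM, *Pcgf2* 81.9 and 72.7 TPM, *Pcgf3* 63.3 and 39.4 TPM, *Bmi1* 8.69 and 7.27 TPM, *Pcgf5* 23.3 and 23.8 TPM, and *Pcgf6* 49.0 and 58.8 TPM. In EB replicates 3, 4 and 5, *Pcgf1* had 10.4, 16.6 and 16.5 TPM, *Pcgf2* 77.2, 61.9 and 69.5 TPM, and *Pcgf3* 75.4, 40.9 and 36.4 TPM. In the same EB libraries *Bmi1* had 7.73, 6.75 and 7.20 TPM, *Pcgf5* 7.89, 22.4 and 16.9 TPM, and *Pcgf6* 94.6, 93.0 and 91.6 TPM.

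Over all libraries, *Pcgf6* was higher in EBs (log2 fold change 0.66, standard error 0.13, adjusted *p* = 0.00109 from limma) and *Pcgf5* was lower (-0.88, standard error 0.27, adjusted *p* = 0.0218), and at both genes the ESC and EB libraries did not overlap. The block fit gave 0.64 and -0.94, with adjusted *p* of 0.000358 and 0.00153. With median-of-ratios scaling the adjusted *p* of *Pcgf5* was 0.0693, the highest of a range from 0.00153. In untreated cells of the point mutant line described below, with 2 libraries per group, *Pcgf5* had the opposite sign (0.59, adjusted *p* = 0.16 from limma). There *Pcgf6* had the same sign (0.19, adjusted *p* = 0.65). The fall of *Pcgf5* is thus a result of the *Pcgf1* line only. With the pairs ignored, *Pcgf1*, *Pcgf2*, *Pcgf3* and *Bmi1* did not differ between ESCs and EBs beyond the spread between replicates (adjusted *p* from 0.625 to 0.983). Within every same-numbered pair, however, *Pcgf2* and *Bmi1* were lower and *Pcgf3* was higher in EBs, so a small change of these genes is not excluded. *Pcgf1* moved in both directions within pairs, and its mean was lower in EBs over the paper's libraries only.

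**Figure D1:**
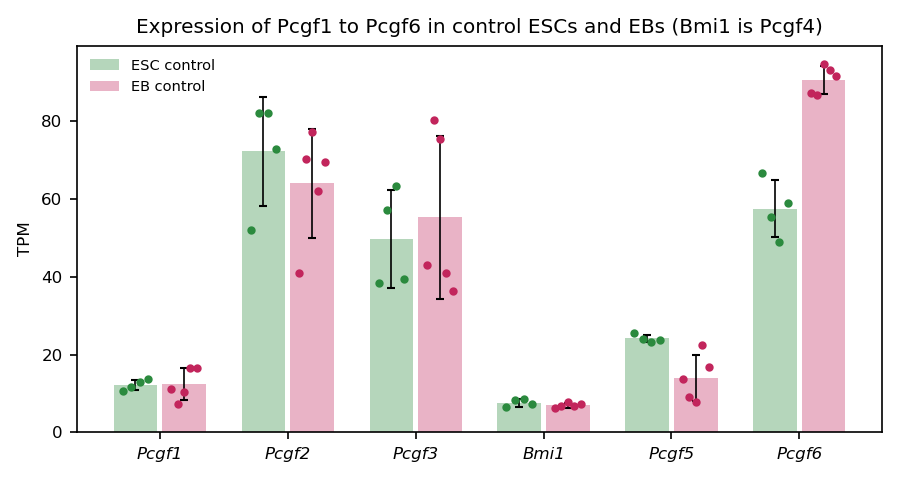
Expression of Pcgf1 to Pcgf6 (Bmi1 is Pcgf4) in control ESCs (green) and control EBs (pink) of the Pcgf1 line, in TPM. Bars are means, error bars are the SD and points are libraries (n = 4 ESC, n = 5 EB); all 6 genes have a TPM above 0 in every library, from 6.17 for Bmi1 to 94.6 for Pcgf6, both in EBs.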

To this end, we examined the expression of *Pcgf1-6* genes during ESC-to-EB differentiation and found that all were expressed in ESC and EB (Supplementary Fig. 2a). 

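*Pcgf* genes were deleted in conditional ESC lines by 0.8 µM 4-OHT, and RNA-seq data of 4 such lines were used, given as the authors' TPM. Of the *Pcgf1* line there are 19 libraries, and of the *Pcgf2/4*, *Pcgf3/5* and *Pcgf6* lines 8 each, 2 for every labelled group of control ESCs, mutant ESCs, control EBs and mutant EBs. Between 7438 and 8088 genes per library were listed at 0 in the *Pcgf2/4* line, between 6642 and 7301 in the *Pcgf3/5* line and between 6953 and 8001 in the *Pcgf6* line. Each line was fitted by itself, as described for the *Pcgf1* line.

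The targeted gene *Pcgf1* was at 10.7 to 13.6 TPM in control ESCs and 0.627 to 2.77 TPM in *Pcgf1*-KO ESCs, and at 7.3 to 16.6 TPM in control EBs and 0.978 to 2.47 TPM in *Pcgf1*-KO EBs. Its log2 fold change was -3.23 (standard error 0.38, adjusted *p* = 0.000664 from limma) in ESCs and -2.84 (standard error 0.36, adjusted *p* = 0.000637) in EBs, and -3.34 and -2.84 with the replicate number as a block.

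In the other 3 lines the targeted genes did not separate the labelled groups in the direction of a deletion. *Pcgf6* had 91.5 and 67.1 TPM in the libraries of its line labelled control ESCs, 105 and 78.8 TPM in those labelled mutant ESCs, 34.7 and 35.7 TPM in those labelled control EBs, and 37.0 and 46.3 TPM in those labelled mutant EBs. *Pcgf2* had 46.3 and 42.1, 49.6 and 39.6, 43.7 and 52.5, and 49.4 and 55.0 TPM in the same order of labels in the *Pcgf2/4* line, where *Bmi1* had 5.47 and 4.23, 4.45 and 4.12, 7.73 and 7.83, and 7.01 and 10.0 TPM. In the *Pcgf3/5* line, *Pcgf3* had 35.6 and 29.2, 29.9 and 33.5, 29.6 and 35.6, and 27.6 and 33.8 TPM. *Pcgf5* had 20.4 and 24.7, 21.8 and 21.3, 22.9 and 15.6, and 21.3 and 19.5 TPM. In the *Pcgf6* line the gene was at 34.7 to 46.3 TPM in the 4 libraries that the authors' file names give as mutant and at 67.1 to 105 TPM in the 4 that they give as control. TPM over a whole gene need not show the loss of single exons.

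The condition named by the authors in the deposited data differs from the sample label for 6 of 8 libraries of the *Pcgf2/4* line, 5 of 8 of the *Pcgf3/5* line and 6 of 8 of the *Pcgf6* line. For the *Pcgf1* line it differs for 0 of 19. On the scale of genes that changed between control ESCs and EBs of the *Pcgf1* line, replicate 1 of all 4 groups of the *Pcgf2/4* and *Pcgf6* lines lay on the side of ESCs and replicate 2 on the side of EBs, whatever the label. In these lines the names give the libraries labelled mutant and control of the same stage and replicate number the same condition. In the *Pcgf3/5* line, the library labelled mutant ESC replicate 2 (0.28) lay on the side of EBs and that labelled mutant EB replicate 2 (-2.71) on the side of ESCs. The conditions given for these lines are those of the sample labels, and each direction depends on them.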

We, therefore, systematically deleted each *Pcgf* gene, to identify which one (s) was responsible for the downregulation of Group 1 genes (Supplementary Fig. 2b)^19–21^. *Pcgf1-5* genes were deleted two days prior to EB formation; while *Pcgf6* was deleted at the same time as EB formation, given the requirement of PCGF6 for ESC maintenance. Ablation of *Pcgf1* or *Pcgf6* led to modest disruption in the downregulation of Group 1 genes. In contrast, there was no effect on Group 1 gene downregulation in *Pcgf2* and *4* (canonical PRC1) depleted, or *Pcgf3* and *5* (variant PRC1) depleted ESCs (Fig. 2a, Supplementary Fig. 2c). 

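In *Pcgf1*-KO EBs the median Group 1 expression was 3.50 ± 1.04 TPM (SD, n = 5). The median log2 fold change of the 153 genes from control to *Pcgf1*-KO EBs was 0.43 (adjusted *p* = 1.55e-15, limma camera), with 44 genes above 1 and 4 below -1. Over libraries, the difference of Group 1 medians was 0.67 (two-sided exact permutation test, *p* = 0.0317). With the replicate number as a block the value was 0.43 (adjusted *p* = 4.03e-15). Same-numbered libraries deviated together (r = 0.57 across genes), and the median over Group 1 genes of the difference within a pair was above 0 in 5 of 5 pairs, from 0.10 to 0.64. Of the alternatives, the restriction to genes with a mean TPM of at least 1 moved the value most, to 0.63. The adjusted *p* over the alternatives ran from 2.08e-19 to 0.134, the highest with the inter-gene correlation estimated from these libraries.

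In *Pcgf1*-KO ESCs the Group 1 value was 0.17 (adjusted *p* = 0.000679) and 0.11 (adjusted *p* = 0.00135) with the block (r = 0.54). The library medians of *Pcgf1*-KO and control ESCs were not separated when the pairs were ignored (difference 0.27, two-sided exact permutation test, *p* = 0.381). Within same-numbered pairs the library median was higher in *Pcgf1*-KO in 4 of 4 pairs, by 0.18 to 0.44 (2 of 16 sign assignments gave a mean as far from 0, the fewest that 4 pairs allow). Taken gene by gene, the median difference within a pair was smaller, from 0 to 0.16, and above 0 in 3 of 4 pairs, and more genes were higher than lower in 4 of 4 pairs. The adjusted *p* over the alternatives ran from 8.5e-05 to 0.506. The *Pcgf1*-KO effect in EBs exceeded that in ESCs by 0.36 (adjusted *p* = 6.55e-06; 0.34 and 2.92e-06 with the block), with a range of 4.31e-08 to 0.329 over the alternatives. Group 1 genes still fell from *Pcgf1*-KO ESCs to *Pcgf1*-KO EBs, with a median log2 fold change of -0.93 (adjusted *p* = 7.85e-10, and 3.52e-09 with the block, r = 0.43).

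*Klf4* was at 35.5 ± 30.8 TPM in *Pcgf1*-KO EBs (log2 fold change against control EBs 1.86, standard error 0.58, adjusted *p* = 0.124), *Tbx3* at 50.7 ± 28.0 TPM (1.47, standard error 0.40, adjusted *p* = 0.0668) and *Pdgfa* at 40.5 ± 22.3 TPM (1.50, standard error 0.36, adjusted *p* = 0.0385). At each of the 3 genes some *Pcgf1*-KO libraries overlapped with control libraries. With the block the adjusted *p* was 0.045 for *Klf4*, 0.00998 for *Tbx3* and 0.000835 for *Pdgfa*, and the ranges over the alternatives were 0.045 to 0.134, 0.00998 to 0.0717 and 0.000835 to 0.0604. In *Pcgf1*-KO ESCs none of the 3 genes differed from the control (adjusted *p* from 0.998 to 1.0).

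For the *Pcgf6* line the values follow the sample labels. By the authors' file names, the libraries labelled mutant and control of each stage and replicate number share a condition, so these comparisons cannot show an effect of *Pcgf6* loss if the names hold. In libraries labelled mutant EBs, Group 1 had a median log2 fold change of 0.16 against those labelled control EBs over 150 genes (adjusted *p* = 0.634, and 0.393 with the block, r = 0.69), with library medians of 3.81 and 2.60 TPM against 4.04 and 2.15 TPM. In libraries labelled mutant ESCs it was 0.09 (adjusted *p* = 0.79, and 0.832 with the block, r = 0.76), with 4.68 and 1.30 TPM against 4.23 and 0.974 TPM. The difference between both effects was 0.02 (adjusted *p* = 0.609). Over the alternatives the adjusted *p* ran from 0.333 to 0.972 in EBs and from 0.7 to 0.982 in ESCs. The r of this line follows the stage, since replicates 1 and 2 lay on the sides of different stages, and is no check of the pairing. From the response of Group 1 genes to the loss of either gene, the paper goes on to ask which of PCGF1 and PCGF6 brings RING1B to their promoters.

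**Figure D2:**
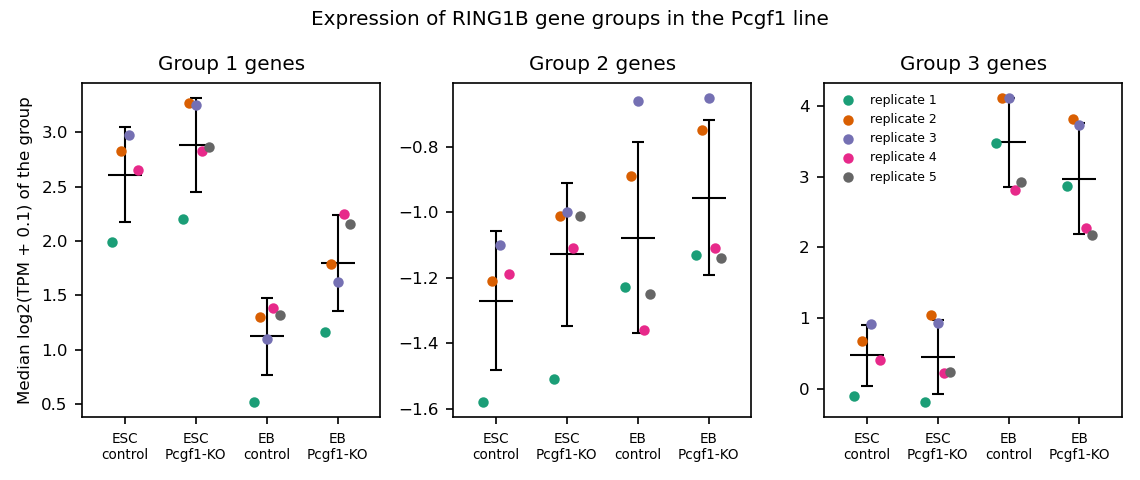
Median log2(TPM + 0.1) of Group 1, 2 and 3 genes in each library of the Pcgf1 line, by stage and genotype. Points are libraries, coloured by replicate number, horizontal lines are means and error bars are the SD (n = 4 control ESC libraries, n = 5 in the other groups); the Group 1 mean is 2.61 in control ESCs, 2.88 in Pcgf1-KO ESCs, 1.12 in control EBs and 1.80 in Pcgf1-KO EBs.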

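The values of these lines follow the sample labels. If the authors' file names hold, each comparison in the *Pcgf2/4* line sets libraries of the same condition against each other and cannot show an effect. In the *Pcgf2/4* line, the median Group 1 expression was 3.31 and 1.81 TPM in the libraries labelled mutant EBs and 3.21 and 1.73 TPM in those labelled control EBs. The median log2 fold change of the 147 Group 1 genes was 0.05 in EBs (adjusted *p* = 0.12, limma camera, and 0.25 with the replicate number as a block). It turned to -0.01 with median-of-ratios scaling and -0.03 with quantile normalization, and the adjusted *p* over the alternatives ran from 0.0865 to 0.998. In ESCs it was -0.03 (adjusted *p* = 0.731, and 0.808 with the block), with a range of 0.698 to 0.998. Same-numbered libraries of this line deviated together (r = 0.72 in ESCs and 0.76 in EBs). Replicate 1 of every group lay on the side of ESCs and replicate 2 on that of EBs. This r therefore follows the stage and is no check of the pairing.

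In the *Pcgf3/5* line, the median Group 1 expression was 2.30 and 5.17 TPM in the libraries labelled mutant EBs and 2.96 and 2.24 TPM in those labelled control EBs. It was 4.75 and 2.97 TPM in those labelled mutant ESCs and 5.25 and 4.51 TPM in those labelled control ESCs. The median log2 fold change of the 151 genes was 0.41 in EBs (adjusted *p* = 0.00015, and 0.000165 with the block) and -0.43 in ESCs (adjusted *p* = 7.93e-05, and 9.56e-05 with the block). Same-numbered libraries did not deviate together (r = -0.09 in EBs and -0.07 in ESCs). Both values depended on which replicate was used: without replicate 2 they were -0.15 and -0.04, and without replicate 1 they were 0.86 and -0.80. With the inter-gene correlation estimated from the libraries or with fry, neither passed the threshold, and the adjusted *p* over the alternatives ran from 1.56e-05 to 0.542 in EBs and from 3.38e-06 to 0.506 in ESCs. The library labelled mutant EB replicate 2 and the library labelled mutant ESC replicate 2 lay on the side of the other stage on the scale of ESC-to-EB genes.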

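Outside Group 1, the median log2 fold change of the 1359 Group 2 genes in *Pcgf1*-KO EBs was 0.04 (adjusted *p* = 0.00228, limma camera, and 0.00423 with the replicate number as a block), with 173 genes above 1 and 97 below -1. The libraries overlapped when the pairs were ignored (difference of library medians 0.12, two-sided exact permutation test, *p* = 0.46), while the library median was higher in *Pcgf1*-KO in 5 of 5 same-numbered pairs, by 0.01 to 0.24. Gene by gene, the median Group 2 difference was 0 in every pair. More Group 2 genes were higher than lower in 4 of 5 pairs, and fewer in replicate 1 (554 against 609), with 294 to 408 of 1501 genes at the same value in both libraries of a pair. Over the alternatives the adjusted *p* for Group 2 ran from 1.3e-05 to 0.345. The 68 Group 3 genes had a median of -0.52 (adjusted *p* = 1.65e-05, and 1.02e-05 with the block), with 20 genes below -1 and 1 above 1. Gene by gene, the median Group 3 difference was below 0 in 5 of 5 same-numbered pairs, from -0.49 to -0.18, whereas the library medians without regard to the pairs were not separated (difference -0.51, two-sided exact permutation test, *p* = 0.254). The adjusted *p* for Group 3 ran from 6.76e-06 to 0.392 over the alternatives. *Sox4* and *Grhl2* did not differ (log2 fold change -0.02 and 0.15, adjusted *p* of 1.0 and 0.99), and the sign of *Sox4* turned with median-of-ratios scaling (0.02).

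In *Pcgf1*-KO ESCs, Group 2 had a median of 0.09 (adjusted *p* = 7.54e-05; 0.10 and 0.000185 with the block) and a difference of library medians of 0.14 with the pairs ignored (two-sided exact permutation test, *p* = 0.365). The library median was higher in *Pcgf1*-KO in 4 of 4 same-numbered pairs, by 0.07 to 0.20, and more genes were higher than lower in 4 of 4. Gene by gene, the median Group 2 difference was 0 in every pair. Group 3 had -0.01 (adjusted *p* = 0.29) and 0.08 (adjusted *p* = 0.0161) with the block. Over the alternatives the adjusted *p* ran from 1.87e-07 to 0.286 for Group 2 and from 0.0161 to 0.972 for Group 3.

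Over the 20594 genes, 222 were higher and 180 lower in *Pcgf1*-KO EBs at an adjusted *p* under 0.05, and 994 and 1149 with the block. The share of higher genes, 55.2%, was 66.7% with quantile normalization. Of the 222 genes, 18 were in Group 1, 66 in Group 2 and 0 in Group 3, and of the 180 genes 0 were in Group 1, 8 in Group 2 and 3 in Group 3. The highest log2 fold changes without overlap were those of the Group 2 genes *Nkx6-3* (3.96, adjusted *p* = 0.0038), *Gsx1* (3.85) and *Meis1* (3.17), and of *Ucma* (3.76) and *Khdc3* (3.50). *Lrrc18* (-3.13), *Piwil1* (-3.03), *Cd6* (-3.00) and *Ldb2* (-2.98) were among the lowest, with *Krt80*, which had 1.43 ± 1.05 TPM in control EBs and was listed at 0 in the 5 *Pcgf1*-KO EB libraries. In *Pcgf1*-KO ESCs 66 genes were higher and 66 lower, and 522 and 572 with the block. The Group 2 genes *Tmem59l* (4.00, adjusted *p* = 0.00463), *Tlx2* (3.22), *Prph* (2.39) and *Pou4f2* (2.29) were the highest there with *Fgfbp3* (2.28). The lowest were *Klk1b4* (-3.49), *Pcgf1* (-3.23), *Mobp* (-3.03), *Klk1b3* (-3.03) and *Spaca7*, which had 1.63 ± 0.977 TPM in control ESCs and was listed at 0 in the 5 *Pcgf1*-KO ESC libraries.

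For the *Pcgf6* line, by the sample labels, the 1293 Group 2 genes had a median log2 fold change of 0.11 in EBs (adjusted *p* = 0.559, and 0.47 with the block) and 0.03 in ESCs (adjusted *p* = 0.35, and 0.407 with the block). Over the alternatives the adjusted *p* ran from 0.32 to 0.953 and from 0.249 to 0.972.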

Intriguingly, while *Pcgf1*-KO exclusively affected downregulation of Group 1 genes, *Pcgf6*-KO caused defects in downregulation of a broad range of PcG-target genes (Groups 1 and 2).

To determine whether PCGF1 or PCGF6, was responsible for PRC1 recruitment to target genes, we investigated RING1B binding at Group 1 gene promoters during the transition from ESC to EB in *Pcgf1*-KO or *Pcgf6*-KO. In *Pcgf1*-KO, RING1B binding at Group 1 genes, but not Group 2 or 3 genes, was disrupted (Fig. 2b). In contrast, *Pcgf6*-KO did not affect RING1B binding (Supplementary Fig. 2d). Visual inspection of several Group 1 genes, such as *Klf4*, *Tbx3*, and *Pdgfa* further confirmed this result. Consistent with this observation, differentiation induced RING1B accumulation at these genes in EBs was disrupted in *Pcgf1*-KO, but unaffected in *Pcgf6*-KO (Fig. 2c, Supplementary Fig. 2e). Downregulation of RING1B binding at Group 3 genes, such as *Sox4* and *Grhl2*, did not change in either the *Pcgf1*- or *Pcgf6*-KO. To validate the role of PCGF1 to recruit RING1B, we analyzed the top-25 genes in Group 1 or 3 showing the largest change in RING1B binding during ESC-to-EB transition (Fig. 2d). The increase of RING1B binding at the top-25 Group 1 genes was PCGF1-dependent, while a decrease of RING1B binding at the top-25 Group 3 genes was not dependent on PCGF1, as expected.

To further probe the role of PCGF1 to recruit RING1B at target genes upon differentiation, we took advantage of a separate experimental model, namely, ESC to epiblast-like cells (epiLCs) differentiation (Supplementary Fig. 2f)^22^. In WT epiLCs, RING1B binding at *Klf4* and *Tbx3* was increased, compared to ESCs. However, in *Pcgf1*-KO epiLCs, RING1B binding was disrupted, showing a role for PCGF1 to recruit RING1B during transcriptional downregulation (Supplementary Fig. 2g, h).

### PCGF1 regulated the transition of transcriptional status during differentiation

The above results indicate that PCGF1 is crucial for progressive downregulation, rather than maintenance of gene repression, at Group 1 genes. To explore this phenomenon in detail, we examined the dynamics of gene expression changes at *Klf4*, *Tbx3*, and *Pdgfa*, *Sox4*, and *Grhl2* during ESC-to-EB differentiation. We noted no obvious differences in expression levels of *Klf4*, *Tbx3*, and *Pdgfa* between WT and *Pcgf1*-KO during the first 8 h of ESC-to-EB differentiation (Supplementary Fig. 2i). Intriguingly, after the 8-hour stage, downregulation of *Klf4*, *Tbx3*, and *Pdgfa* was disrupted in the *Pcgf1*-KO. In contrast, *Sox4* and *Grhl2* genes were upregulated in both *Pcgf1*-KO and WT. The downregulation of *Klf4*, *Tbx3*, and *Pdgfa* after the 8-h stage was also accompanied by RING1B accumulation (Supplementary Fig. 2j).

To confirm that PCGF1 does not regulate maintenance of gene repression, we used the epiblast-like stem cell (epiSCs) experimental system. In both ESCs and epiSCs, key PcG targets such as *Klf4* and *Tbx3* remain repressed. Furthermore, the repressed status of these genes was unaffected in *Pcgf1*-KO epiSCs (Supplementary Fig. 2l). *Pcgf1*-KO epiSCs also did show any obvious defects in cell proliferation or colony morphology (Supplementary Fig. 2k). Taken together, our findings show that PCGF1 is required for downregulation, but not maintenance of stable repression, of PcG target genes.

### Differentiation-associated downregulation of the Group 1 genes and RING1B recruitment is dependent on PCGF1

We wondered how PCGF1 mediated the recruitment of PRC1 to target genes during differentiation. A previous finding showed that PCGF1 dimerizes with RING1B to form a variant PCGF1-PRC1 complex^1,10^. In addition, we reported that PCGF1-PRC1 recruits a canonical PCGF2/4-PRC1 complex to mediate H2AK119ub1 and subsequent H3K27me3 deposition^14^. Therefore, PCGF1 could directly interact with RING1B or could facilitate RING1B activity (i.e., H2AK119ub1), to downregulate Group 1 genes.

To test the above hypotheses, we asked if PCGF1 binding at the Group 1 genes was altered at the same level as RING1B during ESC-to-EB differentiation. Here, we used the anti-PCGF1 antibody that we used in our previous studies (Supplementary Table 2)^16,20^. PCGF1 bound to Group 1 genes in ESC, and this binding was modestly increased upon differentiation to EB (Figs. 2b, c and 1c). RING1B binding to Group 1 genes, however, showed a stronger increase during ESC-to-EB differentiation. We also examined the binding of KDM2B, which functions as a scaffold for CGI recognition by the variant PRC1 complex. KDM2B is bound to Group 1 genes in both ESCs and EBs, but this binding was not dependent on PCGF1 (Fig. 2b, c). We noted a slight increase of PCGF1 binding at Group 2 and 3 genes as well. This binding, however, did not lead to increased RING1B recruitment. Therefore, although the modest increase of PCGF1 binding at Group 1 genes might play some role for RING1B recruitment via physical interaction between PCGF1 and RING1B, we speculated that there could be additional mechanisms for RING1B recruitment to Group 1 genes.

RING1B is also incorporated in the canonical PRC1 (cPRC1) complex, and as it is known that PRC2 binding to target genes leads to downstream recruitment of cPRC1, we wondered whether cPRC1 played a role for robust RING1B recruitment to Group 1 genes. To this end, we asked if PCGF1-PRC1 facilitated PRC2 binding, and subsequent cPRC1 binding during ESC-to-EB transition. To this end, we asked if the binding of the PRC2-component SUZ12, and the cPRC1 component PCGF2, increased upon differentiation. Indeed, we found that SUZ12 and PCGF2 progressively accumulated at *Klf4*, *Tbx3*, and *Pdgfa* after the 8-h stage of ESC-to-EB differentiation, in a similar fashion to RING1B (Supplementary Fig. 2j). Induced recruitment of RING1B at Group 1 genes during the transition from ESC to EB, therefore, could be mediated by canonical PRC1, as observed by PCGF2 binding.

### PCGF1-dependent H2AK119ub1 facilitates downregulation of the Group 1 genes and PRC2 recruitment upon differentiation

Given that deposition of H2AK119ub1 is a major function of PRC1, we asked if H2AK119ub1 played a role in PCGF1-dependent downregulation of Group 1 genes. Curiously, in both ESCs and EBs, we detected high levels of H2AK119ub1 levels at Group 1 genes (Fig. 3a, Supplementary Fig. 3a). The same trend was seen in Group 2 and Group 3 genes. This indicated that H2AK119ub1 is deposited irrespective of the transcriptional status of the target genes. Ablation of *Pcgf1* led to decreases H2AK119ub1 deposition during ESC-to-EB transition at Group 1 genes, including *Klf4*, *Tbx3*, and *Pdgfa* (Fig. 3a, Supplementary Fig. 3a). However, a similar reduction was also seen at Group 2 and 3 genes in both ESCs and EBs (Fig. 3a, Supplementary Fig. 3a). These results indicate that PCGF1 mediates deposition of H2AK119ub1 in a broad range of PcG-targets, including Group 1 genes, consistent with a recent report^20^.

**Fig. 3:**
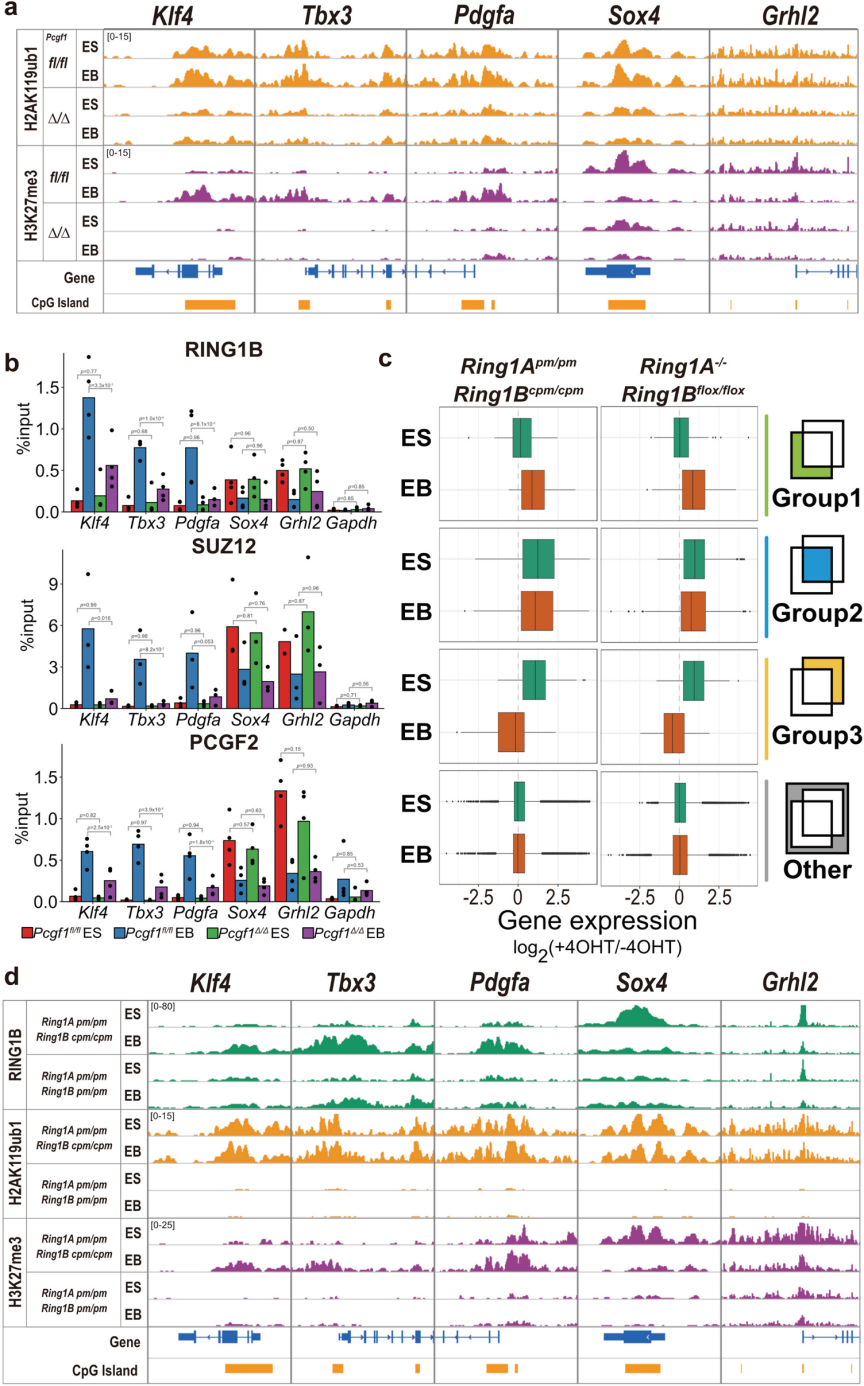
PCGF1 mediates H2AK119ub1-dependent recruitment of PRC2 upon differentiation. **a** Deposition of H2AK119ub1 and H3K27me3 at selected Group 1 genes (*Klf4*, *Tbx3*, *Pdgfa*) or Group 3 genes (*Sox4*, *Grhl2*) in WT or *Pcgf1*-KO ESCs and EBs. Gene structures and positions of CpG islands are indicated at the bottom. **b** Binding of RING1B, SUZ12, and PCGF2 at selected Group 1 genes (*Klf4*, *Tbx3*, *Pdgfa*) and Group 3 genes (*Sox4*, *Grhl2*) in WT or *Pcgf1*-KO ESCs and EBs. Bar graphs of ChIP-qPCR results for RING1B, SUZ12, and PCGF2 in WT (*Pcgf1*^*fl/fl*^) or *Pcgf1*-KO (*Pcgf1*^*∆/∆*^) ESCs and EBs are shown. Error bars represent SEM (*n* = 3). *p*-value shows the significant differences calculated by Student’s *t* test (one-sided). **c** Gene expression changes in each group (Group1: *n* = 164, Group2: *n* = 1542, Group3: *n* = 73) in *Ring1A/B* point mutant (*Ring1A*:^pm/pm^*Ring1B*:^cpm/cpm^ERT2-CRE) ESCs and EBs. Box plot comparisons of fold changes in mRNA expression for each group in untreated (-4OHT) or *Ring1A/B* point mutant (+4OHT) ESCs and EBs are shown on the left. Gene expression changes in each group in *Ring1A/B*-dKO (+4OHT) or untreated (-4OHT) ESCs and EBs are shown as reference values in the right. The interquartile range (IQR) is defined as follow: the first quartile (Q1) is greater than 25% of the data and less than the other 75%. The second quartile (Q2) sits in the middle, dividing the data in half. Q2 is also known as the median. The third quartile (Q3) is larger than 75% of the data and smaller than the remaining 25%. In a box and whiskers plot, the ends of the box and its centerline mark the locations of these three quartiles. Each whisker extends to the furthest data point in each wing that is within 1.5 times the IQR. The outlier value is > 1.5 times and < 3 times the IQR beyond either end of the box. **d** Distribution of RING1B, H2AK119ub1, and H3K27me3 at selected Group 1 gene (*Klf4*, *Tbx3*, *Pdgfa*) and Group 3 genes (*Sox4*, *Grhl2*) in untreated or *Ring1* point mutant ESCs and EBs. Genomic snapshots from RING1B ChIP-Seq analysis, and H3K27me3 or H2AK119ub CUT&Tag analyses, are shown for untreated or *Ring1* point mutant ESCs and EBs.

In contrast, the increase of PRC2 activity (i.e., H3K27me3 deposition) at Group 1 genes such as *Klf4*, *Tbx3* during ESC-to-EB differentiation was dependent on PCGF1, indicating that PCGF1 mediates differentiation-induced deposition of H3K27me3 (Fig. 3a). Consistent with this notion, ChIP-qPCR revealed that SUZ12, PCGF2, and RING1B binding at *Klf4*, *Tbx3*, and *Pdgfa* genes was also dependent on PCGF1 (Fig. 3b). H3K27me3 deposition, and binding of SUZ12 (PRC2), PCGF2, and RING1B (cPRC1) at *Sox4* and *Grhl2*, however, was reduced upon differentiation in a PCGF1-independent manner. Therefore, PCGF1 mediates PRC2 and subsequently PRC1 recruitment to newly establish PcG-repressive domains, as observed at Group 1 genes.

Having shown that PCGF1 is required for PRC2 and cPRC1 recruitment and function at Group 1 genes, we went on to examine whether H2AK119ub1 was involved in the downregulation of Group 1 genes and PRC2 recruitment in EBs. To this end, we took advantage of an ESCs line harboring *Ring1A* point mutant (*Ring1A*-pm) and *Ring1B* conditional point mutant (*Ring1B*-cpm) alleles, in which vPRC1-dependent H2AK119ub1 can be abrogated by 4-hydroxytamoxifen (4-OHT) treatment^16^ (Fig. 3d). 

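RNA-seq of the *Ring1A*-pm and *Ring1B*-cpm line comprises 8 libraries, 2 each of untreated ESCs, 4-OHT treated ESCs, untreated EBs and 4-OHT treated EBs. In this line 4-OHT replaces RING1B by a catalytically inactive form, while RING1A is inactive throughout. The values are the authors' TPM, each library summing to 1000000. A median of 7195 genes was listed at 0 in untreated ESCs, 6439.5 in treated ESCs, 6888.5 in untreated EBs and 6240 in treated EBs. *Rnf2* had 85.8 and 66.6 TPM in untreated ESCs, 63.4 and 54.5 TPM in treated ESCs, 72.8 and 67.0 TPM in untreated EBs, and 64.6 and 59.8 TPM in treated EBs. A point mutation need not change the RNA level, so these values do not check the labels. The sample labels and the conditions named in the deposited data differ for 0 of the 8 libraries. The line was fitted with limma over the 20279 genes with a TPM above 0 in at least 1 library. The median of all genes was 0.12 higher in treated than in untreated ESCs and 0.10 higher in treated EBs on the log2 scale, a shift that median-of-ratios scaling takes out, and the values of this line include it unless scaling is named.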

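In the point mutant line, the median Group 2 expression was 0.295 ± 0.0228 TPM (SD, n = 2) in untreated ESCs and 1.14 ± 0.110 TPM (SD, n = 2) in 4-OHT treated ESCs. The 1357 Group 2 genes had a median log2 fold change of 0.95 (adjusted *p* = 1.72e-16, limma camera, and 4.03e-15 with the replicate number as a block), with 661 genes above 1 and 13 below -1. It was higher in 2 of 2 same-numbered pairs, by 0.74 and 0.85. Quantile normalization gave 0.50 and a pseudocount of 1 moved it most, to 0.38. Group 3 rose from 0.833 ± 0.0792 TPM (SD, n = 2) to 3.11 ± 0.124 TPM (SD, n = 2). Its median log2 fold change was 0.93 over 66 genes (adjusted *p* = 7e-08, and 1.67e-07 with the block), 0.61 and 0.93 in the same-numbered pairs, and 0.47 under quantile normalization. Over the alternatives the adjusted *p* ran from 5.26e-20 to 0.166 for Group 2 and from 9.09e-09 to 0.179 for Group 3, the highest with the inter-gene correlation estimated from the libraries. For Group 1 the value was 0.31 (adjusted *p* = 0.58, and 0.47 with the block).

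Over all genes, 475 were higher and 40 lower in treated ESCs, and 1188 and 138 with the block. With only the ESC libraries in the fit, 0 genes passed in either direction, and 3055 and 614 had an unadjusted *p* under 0.05. The share of higher genes, 92.2%, was 80.7% with quantile normalization. Of the 475 genes, 163 were in Group 2, 9 in Group 3 and 2 in Group 1. The highest genes without overlap included the Group 2 genes *Barx1* (log2 fold change 4.65, standard error 0.42, adjusted *p* = 0.00768) and *Pitx1* (4.64, standard error 0.57, adjusted *p* = 0.0151). *Hbq1a*, *Mir6942* and *Mir150* had 3.56 ± 0.464, 4.84 ± 3.36 and 3.41 ± 1.56 TPM in treated ESCs and were listed at 0 in untreated ESCs. The lowest were *Mir493*, *Mir7045*, *Mir6992*, *Mir7035* and *Mir27a*, with means from 1.85 to 5.82 TPM in untreated ESCs, all listed at 0 in treated ESCs. How many reads lie behind the values of these *Mir* genes, in groups of 2 libraries, is unknown. *Mir7045* was among the lowest here and among the highest in treated EBs. A change of the *Mir* genes is therefore not established. Same-numbered libraries deviated together (r = 0.38 across 13695 genes).

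In the *Ring1A/B*-dKO line, with conditions as labelled, Group 2 was 0.19 higher in the libraries labelled mutant ESCs (adjusted *p* = 0.0519, and 0.0521 with the block) and Group 3 was 1.84 higher (adjusted *p* = 3.81e-16, and 1.64e-15 with the block). The adjusted *p* over the alternatives ran from 0.000509 to 0.177 and from 2.69e-16 to 0.0376. These libraries lay on the side of EBs on the scale of ESC-to-EB genes.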

RNA-seq analysis revealed that Group 2 and 3 genes were de-repressed in 4-OHT treated ESCs (double catalytic dead), similar to *Ring1A/B*-dKO ESCs (Fig. 2a, Fig. 3c, Supplementary Fig. 3b)^16^. Furthermore, downregulation of Group 1 genes was perturbed in *Ring1A*-pm and *Ring1B*-cpm EBs (Fig. 3c, Supplementary Fig. 3b). 

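In untreated cells of the point mutant line, Group 1 fell from 4.14 ± 0.0788 TPM (SD, n = 2) in ESCs to 2.87 ± 0.932 TPM (SD, n = 2) in EBs, a median log2 fold change of -0.42 over 153 genes (adjusted *p* = 4.8e-09, limma camera, and 4.73e-09 with the replicate number as a block). Both same-numbered pairs fell, by -0.53 and -0.27. In 4-OHT treated cells the value was -0.11 (adjusted *p* = 0.222, and 0.21 with the block), from 4.89 ± 0.489 TPM in ESCs to 5.43 ± 1.42 TPM in EBs. The adjusted *p* over the alternatives ran from 2.47e-10 to 0.234 in untreated and from 0.126 to 0.903 in treated cells.

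Treated EBs exceeded untreated EBs in Group 1 by a median log2 fold change of 0.74 (adjusted *p* = 1.8e-10, and 1.18e-10 with the block), with 65 genes above 1 and 0 below -1, and in 2 of 2 pairs (0.85 and 0.73). Same-numbered EB libraries deviated together (r = 0.32 across genes). The value was 0.51 under quantile normalization, and the adjusted *p* over the alternatives ran from 1.4e-12 to 0.203. The treatment effect in EBs exceeded that in ESCs by 0.52 (adjusted *p* = 1.2e-13, and 7.08e-15 with the block), with a range from 1.28e-19 to 0.177. Group 2 was 0.93 higher in treated EBs (adjusted *p* = 1.2e-13, and 1.41e-12 with the block; 1.6e-16 to 0.177 over the alternatives). Group 3 was at 0.01 (adjusted *p* = 0.00464, and 0.0069 with the block), below the other genes, and at -0.12 and -0.31 with median-of-ratios scaling and quantile normalization.

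*Klf4* rose from 51.1 ± 19.7 to 113 ± 12.9 TPM in treated EBs (log2 fold change 1.19, standard error 0.26, adjusted *p* = 0.048), *Tbx3* from 28.3 ± 8.47 to 115 ± 6.66 TPM (2.05, standard error 0.21, adjusted *p* = 0.0099) and *Pdgfa* from 20.0 ± 0.177 to 71.9 ± 14.4 TPM (1.82, standard error 0.25, adjusted *p* = 0.0143). With the block the adjusted *p* was 0.0106, 0.00577 and 0.00443, and the ranges over the alternatives were 0.0106 to 0.0605, 0.00577 to 0.011 and 0.00443 to 0.0253. *Sox4* (-0.54, adjusted *p* = 0.165) and *Grhl2* (-1.39, adjusted *p* = 0.23) did not pass the threshold. In treated ESCs, *Klf4*, *Tbx3* and *Pdgfa* did not differ from untreated ESCs (adjusted *p* from 0.909 to 0.963).

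In all, 763 genes were higher and 155 lower in treated EBs, and 1666 and 390 with the block. The share of higher genes, 83.1%, was 68.2% with median-of-ratios scaling and 61.7% with quantile normalization. Of the highest 5 genes without overlap, *Cdx1* rose from 1.03 ± 1.09 to 25.3 ± 3.53 TPM (log2 fold change 4.93, standard error 0.68, adjusted *p* = 0.0146), and *A230065H16Rik*, *Mir7045*, *Duoxa2* and *2610016A17Rik* were listed at 0 in untreated EBs. The lowest 5 were *Mir7666*, *Mir466i*, *Mir6913*, *Mir7675* and *Mir6954*, with means from 2.82 to 9.21 TPM in untreated EBs, listed at 0 in treated EBs. As in ESCs, the number of reads behind the values of *Mir* genes is unknown, so a change of them is not established. From the change of Group 1 genes in treated EBs, together with H3K27me3 at *Klf4*, *Tbx3* and *Pdgfa*, the paper concludes that H2AK119ub1 mediates their downregulation.

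**Figure D3:**
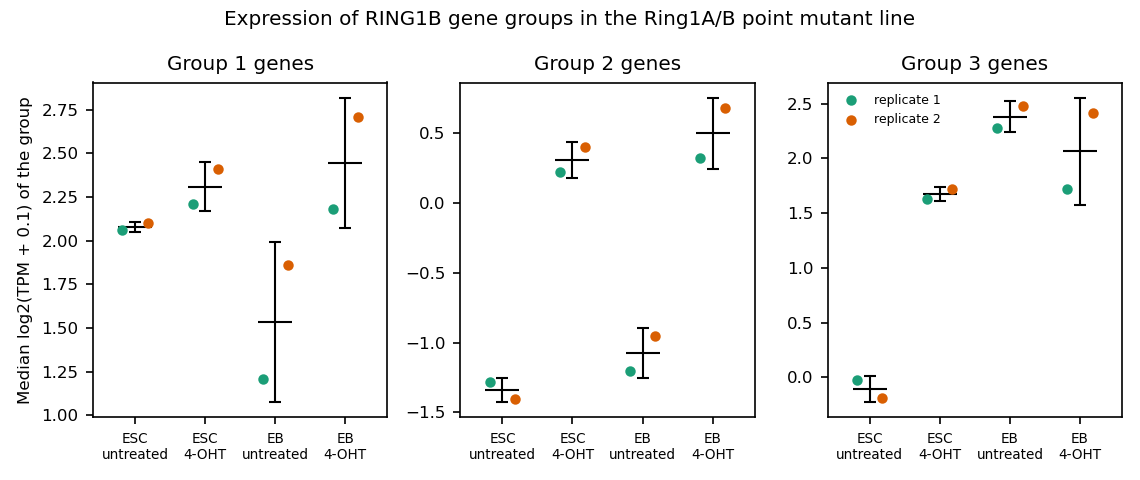
Median log2(TPM + 0.1) of Group 1, 2 and 3 genes in each library of the Ring1A/B point mutant line, by stage and treatment. Points are libraries, coloured by replicate number, horizontal lines are means and error bars are the SD (n = 2 libraries per group); the Group 1 mean is 2.08 in untreated ESCs, 2.31 in treated ESCs, 1.53 in untreated EBs and 2.44 in treated EBs.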

Consistent with this observation, induction of H3K27me3 deposition at *Klf4*, *Tbx3*, and *Pdgfa* genes were disrupted in *Ring1A*-pm and *Ring1B*-cpm EBs (Fig. 3d). H2AK119ub1, therefore, mediates transcriptional downregulation and PRC2 recruitment at Group 1 genes.

Intriguingly, RING1B binding, although reduced compared to WT, persisted at *Klf4*, *Tbx3*, and *Pdgfa* genes in 4-OHT treated EBs, unlike H3K27me3 (Fig. 3d). This may represent the binding of RING1B incorporated in the vPRC1 (PCGF1-PRC1) complex, rather than cPRC1. We tested this possibility by disrupting H3K27me3-dependent recruitment of cPRC1, taking advantage of an EED conditional ESC line in which exon 3 of the *Eed* gene encoding the first WD40 motif could be ablated by the addition of 4-OHT. In *Eed*-cKO cells we observed global depletion of H3K27me3, as expected (Supplementary Fig. 3c, d, e, f)^23^. PCGF1, however, was recruited to the *Klf4*, *Tbx3*, and *Pdgfa* genes in *Eed*-KO ESCs and EBs, to a similar extent to WT (Supplementary Fig. 3g), revealing that PCGF1-PRC1 functions upstream of PRC2 and cPRC1 during the transition from ESCs to EBs. These results show that H2AK119ub1 deposited by PCGF1-PRC1 is required for downregulation of the Group 1 genes via PRC2-dependent H3K27me3 deposition.

### Downregulation of transcriptional activity triggers PCGF1-dependent PRC2 recruitment to CGIs

To determine how differentiation cues activate PCGF1-dependent downregulation of gene expression during ESC-to-EB transition, we focused on the observation that recruitment of PRC2 and canonical PRC1 became evident only 8 h after differentiation induction (Supplementary Fig. 2i). PRC2 recruitment at target genes, therefore, could be preceded by downregulation of transcription. Indeed, inhibition of transcription per se has been reported to induce PRC2 recruitment in mouse ESC^3^. To directly test this model, we perturbed transcription by using Triptolide, which induces proteasomal degradation of RNA polymerase II (RNAPII). Twelve-hour Triptolide treatment disrupted the binding of RNAPII to target TSSs, as expected (Supplementary Fig. 4a). As reported previously, we observed that SUZ12 was newly recruited to a group of genes in association with RING1B recruitment (Fig. 4a, Supplementary Fig. 4b). We compared the binding of RING1B and SUZ12 in Triptolide-treated or -untreated ESCs in differentially expressed genes clustered (C1 to C6) into six groups (Fig. 4a, Supplementary Fig. 4b; Supplementary Data 3). In untreated ESCs, SUZ12 and RING1B strongly bound genes in C1, C2, and C3; but not C4, C5, or C6. Genes in C4 and C5 were abundantly expressed and bound by RNAPII, compared to C1, C2, and C3 (Fig. 4b, Supplementary Fig. 4a). Consistent with this finding, Triptolide efficiently disrupted RNAPII binding at genes in C4 and C5, compared to C1, C2, and C3. Importantly, C4 genes showed a gain of SUZ12 binding upon Triptolide treatment, as previously reported^3^ (Fig. 4a, c, Supplementary Fig. 4b, c). C4 genes also showed a gain of RING1B binding upon Triptolide treatment (Fig. 4a, c, Supplementary Fig. 4b). Of note, C4 genes involved 20% of Group 1 genes identified in Fig. 1b (32 out of 164 genes, including *Klf4*, *Tbx3*, and *Pdgfa*) (Supplementary Fig. 4d). Visual inspection at *Klf4*, *Tbx3*, and *Pdgfra* genes revealed Triptolide-induced accumulation of SUZ12 and RING1B (Fig. 4d). Therefore, inhibition of transcriptional activity induced recruitment of SUZ12 and RING1B to C4 genes. A similar tendency was also seen in C3 genes, which were more abundantly expressed than C1 and C2 genes, and exhibited more binding of SUZ12 and RING1B than C4 genes (Fig. 4b, Supplementary Fig. 4b). These findings indicate that following transcriptional inactivation, PRC2 and PRC1 are recruited to new target genes.

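Expression in untreated ESCs was taken from the 4 control ESC libraries of the *Pcgf1* line, as the authors' TPM. Supplementary Data 3 as used here ends before all clusters are listed, so genes of C3 can be missing and C4 to C6 were not analysed here. Of its genes, 193 of C1, 389 of C2 and 974 of C3 were found in the files by symbol. The median TPM was 0.235 ± 0.0542 (SD, n = 4) in C1, 0.619 ± 0.166 in C2 and 1.66 ± 0.353 in C3. C3 exceeded C1 by 2.39 ± 0.20 on the log2(TPM + 0.1) scale, between 2.16 and 2.63 in the single libraries. It exceeded C2 by 1.30 ± 0.10, between 1.2 and 1.4. Both differences had the same direction in 4 of 4 libraries (two-sided exact sign-flip test over libraries, where 2 of 16 sign assignments gave a difference as large, the fewest that 4 libraries allow). The choice that moved them most was the restriction to genes with a mean TPM of at least 1, under which they were 0.90 and 0.68.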

**Fig. 4:**
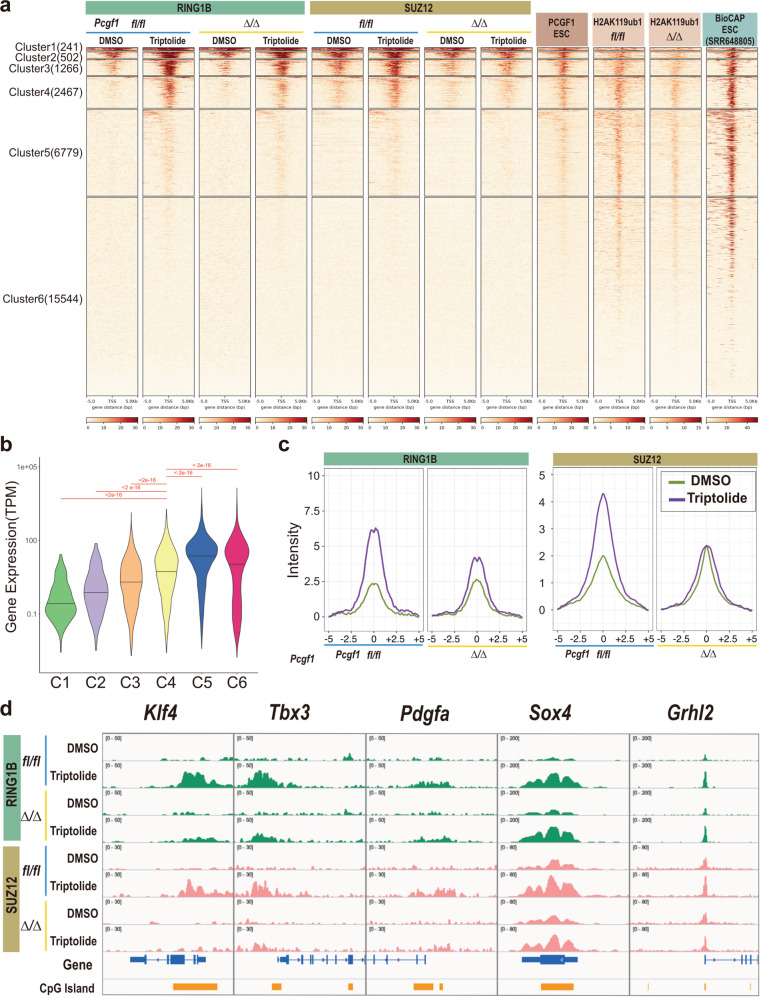
Inhibition of RNA polymerase II facilitates PRC2 accumulation in a group of genes in a PCGF1-dependent manner. **a** Heatmap views for RING1B and SUZ12 distribution at the TSS (5 kb upstream to 5 kb downstream) of each gene in WT (*fl/fl*) or *Pcgf1*-KO (*∆/∆*) ESCs, with or without (DMSO) Triptolide treatment. In parallel, the distribution of PCGF1 in untreated control ESCs, and H2AK119ub1 enrichment in control (*fl/fl*) or *Pcgf1*-KO (*∆/∆*) ESCs without Triptolide treatment, are shown as a reference. BioCAP data (SRR648805 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM1064680], deposited in GEO) showing the distribution of unmethylated CpGs are also shown. Genes were sorted into six groups by k-means clustering (*n* = 6) based on the distribution of RING1B, SUZ12, and PCGF1 in WT (*fl/fl*) ESCs. The number of genes in each cluster is shown within parentheses. **b** Violin plot showing differential gene expression in each cluster in untreated ESCs. Significant differences were calculated by Mann–Whitney *U* test (one-sided). The *p*-values are adjusted by BH methods. **c** Average binding of RING1B and SUZ12 in Cluster 4 genes in WT or *Pcgf1*-KO ESCs and EBs. Metaplot views of RING1B and SUZ12 binding at the TSS (5 kb upstream to 5 kb downstream) of Cluster 4 genes, in WTl (*fl/fl*) or *Pcgf1*-KO (*∆/∆*) ESCs, with or without triptolide treatment. Data for triptolide-treated, or untreated, ESCs are shown by purple and green lines, respectively. **d** Distribution of RING1B and SUZ12 at selected Group 1 genes (*Klf4*, *Tbx3*, *Pdgfa*) and Group 3 genes (*Sox4*, *Grhl2*) in control ESCs with or without (DMSO) Triptolide treatment. Genomic snapshots of RING1B and SUZ12 distributions in WT (*fl/fl*) or *Pcgf1*-KO (∆/∆) ESCs with or without (DMSO) triptolide treatment are shown.

We asked whether SUZ12 and RING1B binding to C4 and C3 upon Triptolide treatment was mediated by PCGF1. Indeed, triptolide-induced accumulation of SUZ12 and RING1B at C4 and C3 genes were disrupted in the *Pcgf1*-KO (Fig. 4a, c, Supplementary Fig. 4b). Consistent with the role of H2AK119ub1 to recruit PRC2 to new target genes, we found that H2AK119ub1 accumulation in both C4 and C3 genes was disrupted in *Pcgf1*-KO (Fig. 4a). We confirmed this finding by visual inspection of SUZ12 and RING1B binding levels at *Klf4*, *Tbx3*, and *Pdgfa* genes (Fig. 4d). Based on these results, we propose that downregulation of transcriptional activity at the promoter triggers H2AK119ub1-mediated accumulation of PRC2, and canonical PRC1, at target genes.

To rule out potential off-target effects by Triptolide, we developed a drug inducible reporter gene system. This reporter possessed a human *Klf4* CGI, a Doxycycline (Dox)-inducible promoter harboring tetracycline responsive elements (TRE), and a downstream reporter EGFP gene (Fig. 5a). We established *Pcgf1* conditional ESCs with stable integration of this reporter. To drive transcription from the Dox-inducible promoter, we stably transfected a tetracycline trans-activator (*tTA*) gene and confirmed that EGFP was expressed in a Dox-dependent manner (Fig. 5b). H3K27 acetylation (H3K27ac), a mark of active transcription, was also induced in a Dox-dependent fashion (Supplementary Fig. 5a). We asked if the chromatin status of the reporter CGI could be regulated during the active-to-inactive transition of EGFP expression. Upon induced transcriptional silencing by depletion of Dox, we detected accumulation of H3K27me3, RING1B, SUZ12, and PCGF2. KDM2B, exogenous PCGF1, and H2AK119ub1 accumulation were observed to a lesser extent (Fig. 5c, Supplementary Fig. 5b, c, d).

**Fig. 5:**
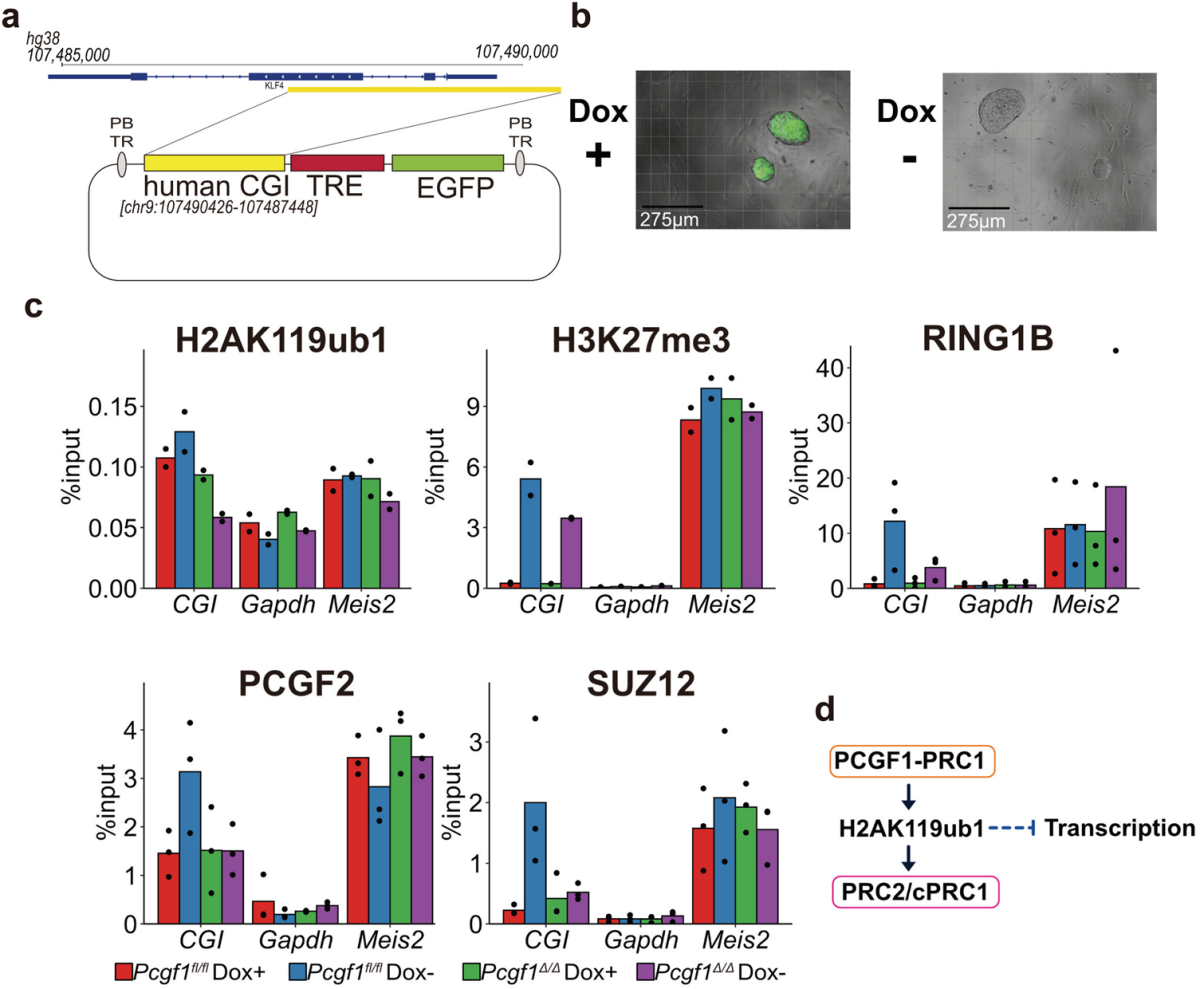
Transcriptional downregulation at *cis*-regulatory elements facilitates PRC2 recruitment to a CGI in a PCGF1-dependent manner. **a** Schematic representation of the drug-inducible reporter construct. The vector contains a human *KLF4* CpG island (human CGI), a Dox-inducible promoter (TRE), and an EGFP gene. This reporter vector was stably integrated into *Pcgf1*-KO ESCs by piggyBAC transposase. **b** Dox-dependent expression of EGFP from the reporter construct in ESCs. Representative micrographs were shown. Experiments were repeated independently at least 2 times with the same results. **c** Dox- and PCGF1-dependent regulation of the accumulation of H2AK119ub1, H3K27me3, RING1B, SUZ12, and PCGF2 at the CGI of the reporter gene in ESCs. Bar graphs for ChIP-qPCR results for H2AK119ub1, H3K27me3, RING1B, SUZ12, and PCGF2 at the human CGI of the reporter, *Gapdh* and *Meis2* in WT (*Pcgf1*^*fl/fl*^) or *Pcgf1*-KO (*Pcgf1*^∆/∆^) ESCs in the absence or presence of Dox (-Dox and +Dox, respectively) are shown. Data are represented as mean ± SEM (*n* = 3). **d** Schematic summary for the role of PCGF1-PRC1 to link H2AK119ub1 with PRC2 revealed in this study. PCGF1-PRC1 mediates H2AK119ub1 deposition and contributes to the consolidation of gene silencing via undefined mechanisms (indicated by dotted line) and in turn recruitment of PRC2 and cPRC1 (indicated by an arrow). H2AK119ub1-dependent recruitment of PRC2 and canonical PRC1 is inhibited by transcriptional activity (indicated by a solid line).

Finally, we asked whether the establishment of the PcG repressive domain in the Dox-inducible reporter system required PCGF1. Upon Dox removal, H2AK119ub1 and H3K27me3 deposition were reduced to about half of the control cells, in *Pcgf1*-KO cells (Figs. 5c, d, Supplementary Fig. 5d). Consistent with this result, we found that RING1B, SUZ12, and PCGF2 failed to accumulate at the reporter gene in the absence of PCGF1 (Fig. 5c). In contrast, H3K27ac levels did not change in the presence or absence of *Pcgf1* (Supplementary Fig. 5a). These findings clearly show that PCGF1 mediates the establishment of PcG-repressive domains at CGIs upon transcriptional inactivation.

## Discussion

### H2AK119ub1-dependent repressive pathway counteracts active transcription

Our study reveals that a group of PcG target genes is progressively downregulated during differentiation and that a variant PRC1 complex harboring PCGF1 mediates differentiation-associated transition of transcriptional status at these genes. At the molecular level, PCGF1 facilitates deposition of H2AK119ub1 by forming a variant PCGF1-PRC1 complex at CGIs, which leads to H2AK119ub1-dependent consolidation of target gene silencing and recruitment of PRC2, and in turn canonical PRC1 recruitment through recognition of PRC2-mediated H3K27me3^14,20^. H2AK119ub1 deposition by PCGF1-PRC1 is, therefore, a prerequisite for PRC2 recruitment triggered by prior transcriptional downregulation, as reported previously^3^. In the transcriptionally active status, recognition of H2AK119ub1 by PRC2, likely PRC2.2, via JARID2 and AEBP2 could be restricted by ongoing transcriptional activity (Fig. 5d)^12^. However, it is still controversial how PCGF1-PRC1-mediated H2AK119ub1 contributes to the consolidation of gene silencing as earlier studies revealed that removal of either PRC2 or canonical PRC1 in ESCs has little impact on gene repression^14,20^. Intriguingly, H2AK119ub1 has been reported to directly disrupt the activity of RNAPII, as indicated by biochemical experiments^24–27^. H2AK119ub1 may, therefore, antagonize the transcriptional machinery once RNAPII activity is downregulated upon developmental signals.

Furthermore, our results indicate that PCGF1-mediated mechanisms could play a role in the de novo establishment of PcG-repressive domains at developmental genes, but not for the steady-state downregulation of PcG-target genes as observed in ESCs^20^ and epiSCs (Supplementary Fig. 2k, l). Based on these observations, we propose a role of PCGF1-PRC1 for prospective downregulation to transcriptionally active target genes associated with CGIs. Consistent with this role of PCGF1 in development, *Pcgf1*-KO exhibits disruption of differentiation abilities in ESCs, and a variety of other morphological defects, leading to early gestational lethality (Supplementary Fig. 5e). Intriguingly, KDM2B, which is another core component of PCGF1-PRC1, has been reported to protect CGIs from ectopic DNA methylation^28^. The role of PCGF1-PRC1 to mediate the efficient transition of target CGI promoters from RNAPII-bound active status to PcG-repressed status may play a role to suppress ectopic accumulation of DNA methylation and heterochromatin-related mechanisms^29^.

### Diversity of PRC1-mediated mechanisms to establish new PcG-repressive domains

We have previously shown that a variant PRC1 complex, containing PCGF3 and PCGF5 (PCGF3/5-PRC1), contributes to the initiation of PcG-mediated transcriptional silencing. This is manifested by the role of PCGF3/5-PRC1 to trigger *Xist*-mediated PRC2 recruitment at the inactive X chromosome^19^. The PCGF3/5-PRC1 complex, furthermore, mediates downregulation of the *Meis2* gene in the distal region of forelimb buds in a retinoic acid-dependent manner^30^. Here, PCGF3/5-PRC1 facilitates downregulation of the *Meis2* gene by competing with transcriptional activators such as retinoic acid receptor complexes. Therefore, PCGF3/5-PRC1 mediated downregulation of target genes does not necessarily require prior transcriptional inactivation. This feature of PCGF3/5-PRC1 is clearly different from that of PCGF1-PRC1, as we show that PCGF1-PRC1 mediates consolidation of target gene silencing and establishment of PcG-repressive domains downstream of transcriptional inactivation. Consistently, PCGF3/5- and PCGF1-PRC1 should mediate H2K119ub1 in a mutually distinct manner, the former facilitating pervasive H2K119ub1 deposition and the latter facilitating CGI-directed H2K119ub1 deposition^20,31^. Moreover, we also suggest a potential role of variant PCGF6-PRC1 in this process (Fig. 2a). We, therefore, speculate that PRC1 contributes to the downregulation of target genes via differential usage of distinct PRC1 subcomplexes, likely to adapt to diverse of developmental signals during embryogenesis. Importantly, our recent study also revealed synergy among variant PRC1 subcomplexes to mediate H2K119ub1 at CGIs in ESCs, and during pre-implantation development^20,32^. It is worthy to note that PCGF6 was shown to complement PCGF1-mediated H2AK119ub1 for zygotic deposition of H3K27me3 in preimplantation embryos^32^. We expect that a similar synergy could operate to initiate and consolidate downregulation of target genes, as shown by partial disruption of RING1B recruitment to the C4 genes upon Triptolide treatment (Fig. 4c). Conversely, a canonical PRC1 incorporating PCGF2 has been reported to play a role in activating a group of genes during mesoderm-directed differentiation of ESCs^33^. Such functional complexity of PRC1 may enable a robust and efficient transition of transcriptional status of target genes to generate appropriate cellular responses vis-à-vis the tremendous complexity of developmental signals operating in the developing embryo.

## Methods

### Generation of ESCs

*Ring1A:*^*∆/∆*^*Ring1B:*^*fl/fl*^*:Rosa26*^*CreERT2tg/+*^ ^18^, *Pcgf1:*^*fl/fl*^*:Rosa26*^*CreERT2tg/+*^ ^19^, *Pcgf2:*^*fl/fl*^*:Pcgf4:*^*fl/f*^*:Rosa26*^*CreERT2tg/+*^ ^20^, *Pcgf3:*^*fl/fl*^*:Pcgf5:*^*fl/fl*^*:Rosa26*^*CreERT2tg/+*^ ^19^, and *Pcgf6:*^*fl/fl*^*:*Rosa26^*CreERT2tg/+*^ ^21^ were derived from respective blastocysts. Generation of *Ring1A:*^*pm/pm*^*:Ring1B*^*cpm/cpm*^^16^ ESCs were described previously. *Eed:*^*fl/fl*^*:Rosa26*^*CreERT2tg/+*^ ESCs were generated from mutant blastocysts according to the procedure described in our previous report^18^.

### Mice

*Eed*^*fl*^ allele, in which exon 3 of *Eed* can be conditionally deleted, was generated by using the targeting vector shown in Supplementary Fig. 3d. The targeting vector was introduced into ESCs by electroporation and homologous recombinants were identified by PCR-based screening. Germline chimeras were generated by aggregating morula stage embryos with homologous recombinant ESCs^21^. *Pcgf1*^*fl/fl*^ mice were mated with *Pcgf1:*^*+/+*^*CAG-Cre* to generate *Pcgf1*^*∆/+*^ mice. *Pcgf1*^*∆/+*^ mice were intercrossed to generate *Pcgf1*^*∆/∆*^ fetuses. All animal experiments and gene recombination experiments were performed according to the in-house guidelines for the care and use of laboratory animals [Approval number: 2021-011 and 2019-005(2)] and the in-house guidelines for the genetic recombination experiments (Approval number: *Kei-29-011*), respectively, of the RIKEN Center for Integrative Medical Sciences, Yokohama, Japan.

### Cell culture

Embryonic stem cells (ESCs) were cultured in Dulbecco’s minimum essential medium (DMEM) supplemented with 20% FBS, LIF (1000 U/mL), 2 µM SU5402 (Altair corporation), 0.8 µM PD184352 (Altair corporation), and 4 µM CHIR99021 (Altair corporation) on a feeder layer of mouse embryonic fibroblasts (MEFs). For embryoid body (EB) formation, ESCs were cultured without LIF, SU5402, PD184352, or CHIR99021 for 2 days on low attachment culture dishes. For epiblast stem cell (epiSC) establishment, EBs (day 2) were dispersed and cultured on MEFs with 20 ng/mL ActivinA (Peprotech), 12 ng/mL bFGF (Wako), and 2 µM IWP-2 (Wako) on MEFs in F12 medium (Gibco) containing 1% KSR (Gibco). To induce conditional deletion of respective genes, we added 0.8 µM 4-hydroxytamoxifen (4-OHT) into the culture medium according to the culture schedule shown in Supplementary Fig. 2b. Epiblast-like cells (EpiLCs) were induced by plating 100 K ESCs on human plasma fibronectin (16.7 µg/mL) coated 12-well plate in N2B27 basal medium supplemented with Activin A (20 ng/mL; Peprotech), bFGF (12 ng/mL; Invitrogen), and 1% KSR (Invitrogen) for 2 days^22^. Meanwhile, the medium was changed every day. For inhibition of RNA polymerase II (RNAPII), we treated ESCs with 10 µM Triptolide (Sigma) for 12 h.

### Gene expression analysis

Total RNA was extracted using simplyRNA Tissue Kit (Promega). For RT-PCR analysis, cDNA was synthesized with the SuperScript™ VILO™ Master Mix (Thermo). RT-qPCR (Reverse Transcription Quantitative real-time PCR) was performed by using FastStart Universal SYBR Green Master (Roche). The expression of each gene was calibrated to *Gapdh* gene expression as a housekeeping gene. For RNA-seq studies, mRNA was isolated from total RNA by using NEBNext Poly(A) mRNA magnetic isolation module (NEB), and sequencing libraries were generated according to the NEBNext Ultra II RNA library prep kit for illumina (NEB) protocol. RT-qPCR primers are listed in Supplementary Table 1.

### Chromatin immuno-precipitation (ChIP)

For ChIP analysis, 10^6^–10^7^ cells were cross-linked with 1% formaldehyde for 10 min at room temperature. Cross-linked cells were washed once with PBS, swelling buffer (0.1% NP-40, 1 mM DTT in PBS) was added, and samples were chilled on ice for 10 min. After centrifugation, pellets were suspended with RIPA buffer (10 mM Tris-HCl pH8.0, 1 mM EDTA, 140 mM NaCl, 1% Triton X-100, 0.1% SDS, 0.1% Sodium Deoxycholate) containing proteinase inhibitor (Roche, 04693124001), and then were sonicated by using a BioRuptor sonicator (Diagenode). After sonication, DNA concentration was measured using a Qubit 1× dsDNA HS Assay Kit (Thermo, cat. Q33230). Protein A/G beads were prepared as washed twice with bead blocking buffer and suspended with bead blocking buffer with approximately 5 µg of antibody and incubated at 4 °C for more than 2 h. Then, antibody-attached beads were washed twice with bead blocking buffer and the chromatin samples were added to the antibody-attached beads. After overnight incubation at 4 °C, chromatin sample-bound beads were washed 6 times with RIPA buffer, RIPA high salt buffer (10 mM Tris-HCl pH8.0, 1 mM EDTA, 500 mM NaCl, 1% Triton X-100, 0.1% SDS, 0.1% Sodium Deoxycholate) twice, LiCl buffer (10 mM Tris-HCl pH8.0, 1 mM EDTA, 250 mM LiCl, 0.5% NP-40, 0.5% Sodium Deoxycholate) twice and TE buffer twice. The bound materials were eluted with elution buffer (10 mM Tris-HCl pH8.0, 5 mM EDTA, 300 mM NaCl, 0.1% SDS) overnight at 65 °C and treated with RNaseA for 30 min at 37 °C and further incubated with Proteinase K for 1 h at 37 °C. Then DNA samples were purified and used for further ChIP-qPCR or ChIP-seq. ChIP-seq libraries were prepared by using the NEBNext Ultra II FS DNA prep kit (NEB E7805) following the manufacturer’s instructions. ChIP-qPCR primers are listed in Supplementary Table 1. Antibodies are listed in Supplementary Table 2.

### CUT&Tag

CUT&Tag was performed as described in Kaya-Okur et al.^34^, with minor changes. pAG-Tn5 was used instead of pA-Tn5. pAG-Tn5 was constructed from pAG-MNase (addgene #123461) and pA-Tn5 (addgene #124601) plasmid DNAs. The pAG sequence was excised from the pAG-MNase plasmid by digestion with EcoRI-HindIII. The pAG fragment was integrated into the Tn5 vector from which the pA sequence was removed. Protein purification was performed as described in Kaya-Okur et al. ESCs and EB from either *Pcgf1*-KO or *Ring1A/B* mutants were dissociated with Accumax (Innovative Cell Technologies). For each assay, 100,000 cells were used with 10,000 HEK293T cells as spike-in control. Antibodies are listed in Supplementary Table 2.

### Protein extraction and Western blotting

ESCs and EB were lysed with NETN buffer (50 mM Tris-HCl [pH 7.9], 500 mM NaCl, 1% NP-40, 1 mM EDTA [pH 8.0]) supplemented with cOmplete(Roche). Protein amount was quantified using Bio-Rad Protein Assay (Bio-rad). In total, 25 µg total protein was separated by SDS-PAGE and transferred to PVDF membrane using Trans-Blot Turbo Transfer System (Bio-Rad). Transfer membranes were blocked in 5% skim milk (Nakalai Tesque). Antibodies are listed in Supplementary Table 2.

### Construction of vectors

For PCGF1-3TY1 expression, full-length Pcgf1 was PCR-amplified with a 3×TY1 epitope sequence at the N-terminus and inserted into the pCAG-IRES-Puro vector. To generate the PB-hKLF4_CGI-TRE3G-EGFP vector, a human KLF4 CGI was PCR-amplified from human genomic DNA and inserted upstream of the TRE3G promoter of PB-TRE3G-EGFP, and EGFP from pAcr3-EGFP was inserted downstream of the TRE3G promoter. Primers used for PCR were listed in Supplementary Table 1.

### Transfection

For PCGF1-3TY1 expression, 1 µg of vectors were transfected into 10^5^ *Pcgf1:*^*fl/fl*^*:Rosa26*^*CreERT2tg/+*^ ESCs by using ViaFect™ Transfection Reagent (Promega, E4981). The cells were cultured with puromycin (1 µg/mL) for selection. The drug-inducible reporter system was generated by transfection. In total, 1 µg of PB-hKLF4_CGI-TRE3G-EGFP, 1 µg of pCAG-hyPBase, and PB-(CAG-Tet3G; EOS-C(3 + )-EGFP-IRES-puro)^35^ were transfected into 10^5^ *Pcgf1:*^*fl/fl*^*:Rosa26*^*CreERT2tg/+*^ ESCs by using the ViaFect™ Transfection Reagent. The cells were cultured with G418 (200 µg/mL) and Doxycycline (1 µg/mL) for selection.

### Drug-inducible reporter system

ESCs harboring the drug-inducible reporter system were cultured in ESC medium with Doxycycline (1 µg/mL). For promoter inactivation, Doxycycline was removed from culture for 2 days. For *Pcgf1* ablation, ESCs were cultured for 2 days with 4-OHT and then cultured without Doxycycline for 2 days to induce promoter inactivation.

### Data analysis

#### RNA-Seq

Sequencing was performed with 75 bp single-end reads by NextSeq500 (run by Kazusa DNA Research Institute) or 50 bp single-end read by HiSeq1500 (run in RIKEN-IMS NGS facility). The data were mapped onto UCSC-mm9 from Illumina iGenomes and counted the reads on exon using STAR (version 2.5.2b:–outSAMtype BAM SortedByCoordinate). Each gene reads on the exon was normalized by DESeq2 (version 1.22.1) for fold change and *p*-value calculation.

#### ChIP-Seq

Sequencing was performed with 75 bp single-end reads by NextSeq500 (run by Kazusa DNA Research Institute) or 50 bp single-end read by HiSeq1500 (run in RIKEN-IMS NGS facility). The data were mapped onto UCSC-mm9 from Illumina iGenomes. Generated sam format files were combined to bam format files using samtools view (version 1.3.1). Then, PCR duplicates and multiple aligned reads are removed. For bigwig generation, bam format files were processed by deeptools (version 2.5.0.1: bamCoverage). The data of CGI and TSS are derived from UCSC mm9.

#### Determination of RING1B target genes

To identify RING1B binding genes, we used ChIP-seq data for RING1B of *Pcgf* ^*fl/fl*^ ESCs and its derived EB. TSS ± 5 kb counts were done by BEDtools (version 2.26.0: intersect). RING1B target genes were defined based on a Gaussian Mixture Model using EM (expectation-maximization) algorism. The 99 percentiles of TSS counts were classified into two groups (mclust: mclustBIC modelNames = “V” G = 2). The threshold for RING1B targets was set over the score of 1 percentile of the second components. The gene list is shown in Supplemental file 1. Gene ontology (GO) term enrichment analyses were performed using DAVID (The Database for Annotation, Visualization and Integrated Discovery, https://david.ncifcrf.gov/).

#### Meta plot around TSS for ChIP-Seq

Mapped reads around TSS were counted by BEDtools (version 2.26.0: intersect). Calculation of correlation was done by HOMER annotatePeaks.pl (v4.11 -hist 100).

#### Heatmap

Mapped reads around TSS were counted by BEDtools (version 2.26.0: intersect). The top 25 genes were selected by the order of intensity calculated from the *Pcgf1*^*fl/fl*^ EB data.

#### Clustering and visualization of the Triptolide effect

The read counts around TSS were done by deeptools (version 2.5.0.1: computeMatrix reference-point) using ChIP-Seq data for RING1B, SUZ12, PCGF1 obtained for *Pcgf* ^*fl/fl*^ ESCs.

#### CUT*&*Tag

Sequencing was performed with 50 × 2 bp pair-end reads by NovaSeq6000 or 75 × 2 bp pair-end reads by NextSeq500. Paired-end fastq data were aligned to UCSC mm9-hg38 reference genome by Bowtie2 (version 2.3.2: default option). Generated sam format files were combined to bam format files using samtools view (version 1.3.1). PCR duplicate and multiple aligned reads are removed. For bigwig generation, bam format files were processed by deeptools (version 2.5.0.1: bamCoverage–scaleFactor). The spike-in scaling factor was calculated by the ratio of each human mapped reads and total reads.

#### Meta plots around TSS for CUT*&*Tag

Mapped reads around TSS were counted by BEDtools (version 2.26.0: intersect). Calculation of correlation was done by HOMER annotatePeaks.pl (v4.11 -hist 100). The spike-in scaling factor was calculated by the ratio of each human mapped reads and total reads.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data1

Supplementary Data2

Supplementary Data3

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. Raw and processed sequencing data generated in the course of this study can be accessed via the GEO database with accession number GSE141488. The ChIP-Seq data of triptolide-treated ESCs (Riising et al.^3^) are available under the accession numbers SRR1300952 and SRR1300956. The BioCAP data are available under the accession number SRR648805. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Farcas AM (2012). KDM2B links the polycomb repressive complex 1 (PRC1) to recognition of CpG islands. eLife.

[2] He J (2013). Kdm2b maintains murine embryonic stem cell status by recruiting PRC1 complex to CpG islands of developmental genes. Nat. Cell Biol..

[3] Riising EM (2014). Gene silencing triggers polycomb repressive complex 2 recruitment to cpg islands genome wide. Mol. Cell.

[4] Wu X, Johansen JV, Helin K (2013). Fbxl10/Kdm2b recruits polycomb repressive complex 1 to CpG Islands and Regulates H2A Ubiquitylation. Mol. Cell.

[5] Cao R (2002). Role of Histone H3 Lysine 27 methylation in polycomb-group silencing. Science.

[6] de Napoles M (2004). Polycomb group proteins ring1A/B link ubiquitylation of histone H2A to heritable gene silencing and X inactivation. Dev. Cell.

[7] Wang H (2004). Role of histone H2A ubiquitination in polycomb silencing. Nature.

[8] Boyer LA (2006). Polycomb complexes repress developmental regulators in murine embryonic stem cells. Nature.

[9] Fischle W (2003). Molecular basis for the discrimination of repressive methyl-lysine marks in histone H3 by Polycomb and HP1 chromodomains. Genes Dev..

[10] Gao Z (2012). PCGF homologs, CBX proteins, and RYBP define functionally distinct PRC1 family complexes. Mol. Cell.

[11] Tavares L (2012). RYBP-PRC1 complexes mediate H2A ubiquitylation at polycomb target sites independently of PRC2 and H3K27me3. Cell.

[12] Healy E (2019). PRC2.1 and PRC2.2 synergize to coordinate H3K27 trimethylation. Mol. Cell.

[13] Højfeldt JW (2019). Non-core subunits of the PRC2 complex are collectively required for its target-site specificity. Mol. Cell.

[14] Blackledge NP (2014). Variant PRC1 complex-dependent H2A ubiquitylation drives PRC2 recruitment and polycomb domain formation. Cell.

[15] Tamburri S (2020). Histone H2AK119 mono-ubiquitination is essential for polycomb-mediated transcriptional repression. Mol. Cell.

[16] Blackledge NP (2020). PRC1 catalytic activity is central to polycomb system function. Mol. Cell.

[17] Isono K (2013). SAM domain polymerization links subnuclear clustering of PRC1 to gene silencing. Dev. Cell.

[18] Endoh M (2008). Polycomb group proteins Ring1A/B are functionally linked to the core transcriptional regulatory circuitry to maintain ES cell identity. Development.

[19] Almeida M (2017). PCGF3/5–PRC1 initiates polycomb recruitment in X chromosome inactivation. Science.

[20] Fursova NA (2019). Synergy between variant PRC1 complexes defines polycomb-mediated gene repression. Mol. Cell.

[21] Endoh M (2017). PCGF6-PRC1 suppresses premature differentiation of mouse embryonic stem cells by regulating germ cell-related genes. eLife.

[22] Hayashi K, Ohta H, Kurimoto K, Aramaki S, Saitou M (2011). Reconstitution of the mouse germ cell specification pathway in culture by pluripotent stem cells. Cell.

[23] Montgomery ND, Yee D, Montgomery SA, Magnuson T (2007). Molecular and functional mapping of EED motifs required for PRC2-dependent histone methylation. J. Mol. Biol..

[24] Stock JK (2007). Ring1-mediated ubiquitination of H2A restrains poised RNA polymerase II at bivalent genes in mouse ES cells. Nat. Cell Biol..

[25] Zhou W (2008). Histone H2A monoubiquitination represses transcription by inhibiting RNA polymerase II transcriptional elongation. Mol. Cell.

[26] Nakagawa T (2008). Deubiquitylation of histone H2A activates transcriptional initiation via trans-histone cross-talk with H3K4 di- and trimethylation. Genes Dev..

[27] Aihara H (2016). Histone H2A T120 phosphorylation promotes oncogenic transformation via upregulation of Cyclin D1. Mol. Cell.

[28] Boulard M, Edwards JR, Bestor TH (2015). FBXL10 protects Polycomb-bound genes from hypermethylation. Nat. Genet..

[29] de Graaff W (2003). Randomly inserted and targeted Hox/reporter fusions transcriptionally silenced in Polycomb mutants. Proc. Natl Acad. Sci. USA.

[30] Yakushiji-Kaminatsui N (2018). Variant PRC1 competes with retinoic acid-related signals to repress *Meis2* in the mouse distal forelimb bud. Development.

[31] Scelfo A (2019). Functional landscape of PCGF proteins reveals both RING1A/B-dependent-and RING1A/B-independent-specific activities. Mol. Cell.

[32] Mei, H. et al. H2AK119ub1 guides maternal inheritance and zygotic installation of H3K27me3 in mouse embryos. *Nat. Genet*. **53**, 539–550 (2021).10.1038/s41588-021-00820-333821003

[33] Morey L (2015). Polycomb regulates mesoderm cell fate-specification in embryonic stem cells through activation and repression mechanisms. Cell Stem Cell.

[34] Kaya-Okur HS (2019). CUT&Tag for efficient epigenomic profiling of smallsamples and single cells. Nat. Commun..

[35] Tsukiyama T, Kato-Itoh M, Nakauchi H, Ohinata YA (2014). Comprehensive system for generation and evaluation of induced pluripotent stem cells using piggyBac transposition. PLoS ONE.

# Supplementary material for: Variant PCGF1-PRC1 links PRC2 recruitment with differentiation-associated transcriptional inactivation at target genes
**Source:** Nat Commun. 2021 Sep 9;12:5341. doi: 10.1038/s41467-021-24894-z
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Supplementary Figure Legends

#### Supplementary Figure 1.

The bar graph showing representative Gene Ontology (GO) terms related to “biological process” for each group of genes. The p-value are calculated by Fisher Exact Statistics adjusted by Benjamini-Hochberg correction via DAVID software (v6.7).

#### Supplementary Figure 2.

**a**, Gene expression of representative PcG factors during ESC-to-EB differentiation. The bar graph shows mRNA expression (Transcript Per Million: TPM) of the indicated genes. Error bars represent SEM (n=2).

**b**, The sampling scheme of respective mutant ESCs and EBs.

**c**, Gene expression changes in each group upon deletion of *Ring1a/b*, *Pcgf1*, *Pcgf2/4*, *Pcgf3/5* or *Pcgf6* in ESCs and EBs. Violin plots show mRNA expression (Transcript Per Million: TPM) of the indicated genes in each group in WT (*fl/fl*) or mutant ( $\Delta/\Delta$ ) ESCs and EB. The genes exhibiting more than a 2-fold increase ( $\text{Log2FC}([\Delta/\Delta]/[fl/fl]) > 1$ ) or decrease ( $\text{Log2FC}([\Delta/\Delta]/[fl/fl]) < 1$ ) are connected by red or blue lines, respectively.

**d**, Average binding of RING1B in each gene group in WT or *Pcgf6*-KO ESCs and EBs. Metaplots of RING1B ChIP-Seq at TSS  $\pm$  5kb of each gene group in WT (*fl/fl*) or *Pcgf6*-KO ( $\Delta/\Delta$ ) ESCs and EBs are shown. Data for WT or *Pcgf6*-KO are shown in solid and dotted lines, respectively. Data from ESCs or EBs are shown in green and pink lines, respectively.

**e**. Genomic snapshots showing RING1B distributions in WT (*fl/fl*) and *Pcgf6*-KO ( $\Delta/\Delta$ ) ESCs and EBs. Gene structures and the position of CpG islands are indicated at the bottom.

**f**. The sampling scheme for WT (*fl/fl*) or *Pcgf1*-KO ( $\Delta/\Delta$ ) EpiLC.

**g**. Representative morphology of the WT (*fl/fl*) or *Pcgf1*-KO ( $\Delta/\Delta$ ) EpiLCs. WT (*fl/fl*) or *Pcgf1*-KO ( $\Delta/\Delta$ ) EpiLCs exhibited similar cellular morphology. Experiment were repeated independently at least 2 times with same results.

**h**. Accumulation of RING1B and H3K27me3 at *Klf4*, *Tbx3* genes in WT (*fl/fl*) or *Pcgf1*-KO ( $\Delta/\Delta$ ) ESCs and EpiLCs. Bar graphs for ChIP-qPCR results for RING1B and

H3K27me3 in WT (*Pcgfl<sup>fl/fl</sup>*) or *Pcgfl*-KO (*Pcgfl<sup>Δ/Δ</sup>*) ESCs and EpiLCs are shown. Error bars represent SEM (n=2).

**i**, Progressive expression changes of selected Group1 genes (*Klf4*, *Tbx3*, *Pdgfa*) and Group3 genes (*Sox4*, *Grhl2*) in WT (*fl/fl*) or *Pcgfl*-KO (*Δ/Δ*) ESCs during ESC-to-EB differentiation. The line plots show RT-qPCR results during ESC-to-EB differentiation (at 0 hrs, 4 hrs, 8 hrs, 24 hrs, and 48 hrs) in WT (*fl/fl*) or *Pcgfl*-KO (*Δ/Δ*) ESC. Y-axis is shown by logarithmic scale. *p*-value shows the significant differences calculated by Student's t test (n=6).

**j**, Progressive RING1B, SUZ12 and PCGF2 binding changes at selected Group1 genes (*Klf4*, *Tbx3*, *Pdgfa*) and Group3 genes (*Sox4*, *Grhl2*) during ESC-to-EB differentiation. Error bars represent SEM (n=2).

**k**, The expression of selected Group1 (*Klf4*, *Tbx3*) and Group3 (*Sox4*, *Grhl2*) genes in WT (*fl/fl*) or *Pcgfl*-KO (*Δ/Δ*) epiSCs. Bar graphs for their expression revealed by RT-qPCR in WT (*fl/fl*) or *Pcgfl*-KO (*Δ/Δ*) epiSCs are shown. *Pou5f1* was used as a control. Error bars represent SEM (n=2).

**l**, Generation and colony morphology of WT (*fl/fl*) or *Pcgfl*-KO (*Δ/Δ*) epiSCs. WT (*fl/fl*) or *Pcgfl*-KO (*Δ/Δ*) epiSCs exhibited similar colony morphology. Experiment were repeated independently at least 2 times with same results.

### Supplementary Figure 3.

**a**, Distribution of H2AK119ub1 in each gene group in WT (*fl/fl*) or *Pcgfl*-KO (*Δ/Δ*) ESCs and EB. Metaplots of H2AK119ub1 revealed by CUT&Tag analysis at TSS ± 5kb of each gene group in WT (*fl/fl*) or *Pcgfl*-KO (*Δ/Δ*) ESCs and EB are shown. Data for WT (*fl/fl*) or *Pcgfl*-KO (*Δ/Δ*) are shown in solid and dotted lines, respectively. Data for ESCs and EBs are shown in green and pink lines, respectively.

**b**, Gene expression changes in each group in WT or *Ring1A/B* point mutant ESCs and EB. 4-OHT was added to WT (*Ring1A<sup>pm/pm</sup>::Ring1B<sup>cpm/cpm</sup>::ERT2-Cre*, indicated as -4OHT) to obtain *Ring1A/B* point mutants. Violin plot shows mRNA expression (TPM: Transcript Per Million) of genes in each group in WT (-4OHT) or RING1 point mutant (+4OHT) ESCs and EB. genes exhibiting more > 2-fold increase ( $\text{Log2FC}([\Delta/\Delta]/[fl/fl]) > 1$ ) or decrease ( $\text{Log2FC}([\Delta/\Delta]/[fl/fl]) < 1$ ) are connected by red and blue lines, respectively.

**c**, Schematic representation of the targeting vector to generate the *Eed* conditional allele. loxP sites (open triangles), FRT sites (bold arrows), Neomycin-resistant gene cassette (Neo) and exons (closed bars) are indicated. The neomycin-resistant gene cassette was deleted by expressing FLP-recombinase in homologous recombinant ESCs. PCR primers used for genotype analysis are indicated by arrows.

**d**, Schematic representation for WT or mutant ( $\Delta$ Exon3) EED.  $\Delta$ Exon3 version of EED lacks the first WD40 motif.

**e**, Deletion of exon 3 by 4-OHT treatment in *Eed<sup>fl/fl</sup>::Rosa26<sup>CreERT2tg/+</sup>* ESCs revealed by genomic PCR analysis. Experiment were repeated independently 3 times with same results.

**f**, Truncation of EED protein, and depletion of H3K27me3, by 4-OHT treatment in *Eed<sup>fl/fl</sup>::Rosa26<sup>CreERT2tg/+</sup>* ESCs detected by WB analysis. The blot of EED and H3K27me3 were derived from the same blot membrane. After transfer, the membrane was cut by expected molecular size and reaction the antibody individually. The blot of b-actin was reacting with antibody to same blot membrane of EED which were stripped the antibody. And the biological replicate was done two times with the same results.

**g**, Genomic snapshots of PCGF1 distributions in WT (*fl/fl*) or *Eed*-KO ( $\Delta/\Delta$ ) ESCs and EBs are shown. Gene structures and position of the CpG islands (CGI) are indicated at the bottom.

#### Supplementary Figure 4.

**a**. Violin plots showing RNAPII binding at TSS  $\pm$  5kb of each gene, with or without, Triptolide treatment. Significant differences were calculated by Mann–Whitney U test (one sided). Data from the control (DMSO) or Triptolide-treated (Triptolite) ESCs are shown in green and purple, respectively.

**b**. Distribution of RING1B and SUZ12 in each cluster in WT or *Pcgfl*-KO with or without triptolide treatment. Metaplots of RING1B and SUZ12 ChIP-Seq at TSS  $\pm$  5kb of the genes in each cluster in WT (*fl/fl*) and *Pcgfl*-KO ( $\Delta/\Delta$ ) ESCs with or without triptolide treatment are shown. Data from the control (DM) or Triptolide-treated (TR) ESCs are shown in green and purple lines, respectively.

1  
2 **c.** Heatmap views showing changes in SUZ12 distribution around TSS ( $\pm$  5kb) of each  
3 gene as revealed by a previous study<sup>3</sup> (SRR1300952 [DMSO treated ESC]  
4 [<https://www.ncbi.nlm.nih.gov/sra/?term=SRR1300952>] and SRR1300956 [Triptolide  
5 treated ESC] [<https://www.ncbi.nlm.nih.gov/sra/?term=SRR1300956>]). Genes were  
6 clustered as shown in Figure 4a.

7 **d.** Venn diagrams showing the overlaps between Clusters 3 and 4 with Group 1 genes  
8 (defined in Figure 1b). The number of genes in each fraction is indicated. Names of genes  
9 in each overlap are shown. Note *Klf4*, *Tbx3* and *Pdgfra* are included in Cluster 4.

10  
11 **Supplementary Figure 5.**

12 **a,** Dox-dependent regulation of H3K27 acetylation at the reporter gene in ESCs. Snapshot  
13 views at the reporter gene revealed by CUT&Tag analysis for H3K27 acetylation in WT  
14 (*fl/fl*) or *Pcgfl*-KO ( $\Delta/\Delta$ ) ESCs are shown. Positions of CGI, TRE3G, and *EGFP* regions  
15 are shown below. H3K27 acetylation at *Gapdh* and *Meis2* are shown as reference values.

16 **b,** Dox-independent regulation of KDM2B binding at the CGI region of the reporter gene.  
17 Bar graphs show ChIP-qPCR results of KDM2B accumulation at human CGI on the  
18 reporter gene, *Gapdh*, *Meis2*, and *Nanog* are controls that do not possess CGI in ESCs  
19 (H3K27me3 and H2AK119ub1: n=2, RING1B, SUZ12 and MEL18: n=3).

20 **c,** Dox-dependent accumulation of PCGF1 at the CGI region of the reporter gene. Bar  
21 graphs show ChIP-qPCR results of PCGF1 at human CGI on the reporter gene, *Gapdh*  
22 and *Meis2* also shown as CGI+ examples, and *Nanog* as a CGI- example in *Pcgfl*-KO  
23 (*Pcgfl* $\Delta/\Delta$ ) ESCs and those expressing exogenous PCGF1-TY1 (*Pcgfl* $\Delta/\Delta$ -PCGF1TY1).  
24 Error bars represent SEM (n=3).

25 **d,** Dox- and PCGF1-dependent regulation of the distribution of H2AK119ub1 and  
26 H3K27me3 at the reporter gene in ESCs. Snapshot views at the reporter gene revealed by  
27 CUT&Tag analysis for H2AK119ub1 and H3K27me3 in WT (*fl/fl*) or *Pcgfl*-KO ( $\Delta/\Delta$ )  
28 ESCs are shown. Their distribution at *Gapdh* and *Meis2* are shown as reference values.

29 **e,** Morphological and growth defects in *Pcgfl*-KO embryos at 9.5 dpc. Lateral views of  
30 WT (*fl/fl*) or *Pcgfl*-KO ( $\Delta/\Delta$ ) reveal delayed elongation and outgrowth. This phenotype  
31 was observed independently in 5 embryos with same results.

## Supplementary Figure 1

### Group1(ES>EB)

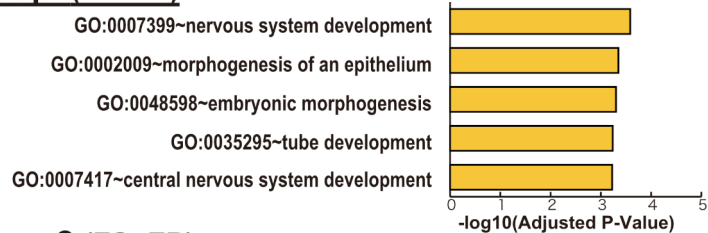

### Group2 (ES=EB)

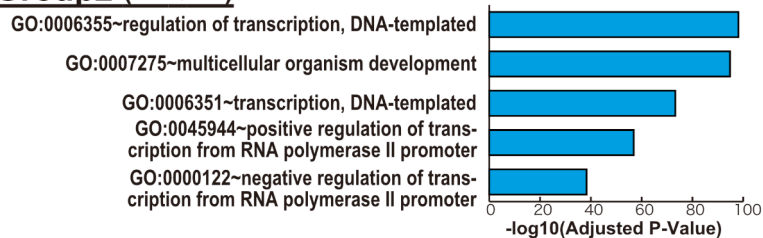

### Group3 (ES<EB)

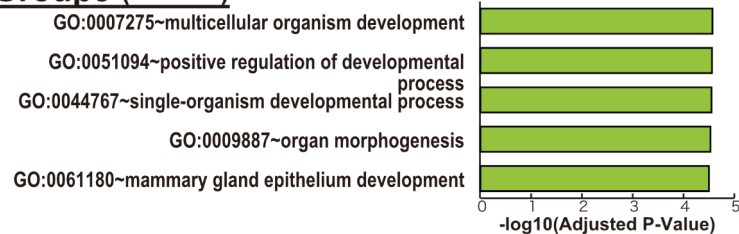

Supplementary Figure 2

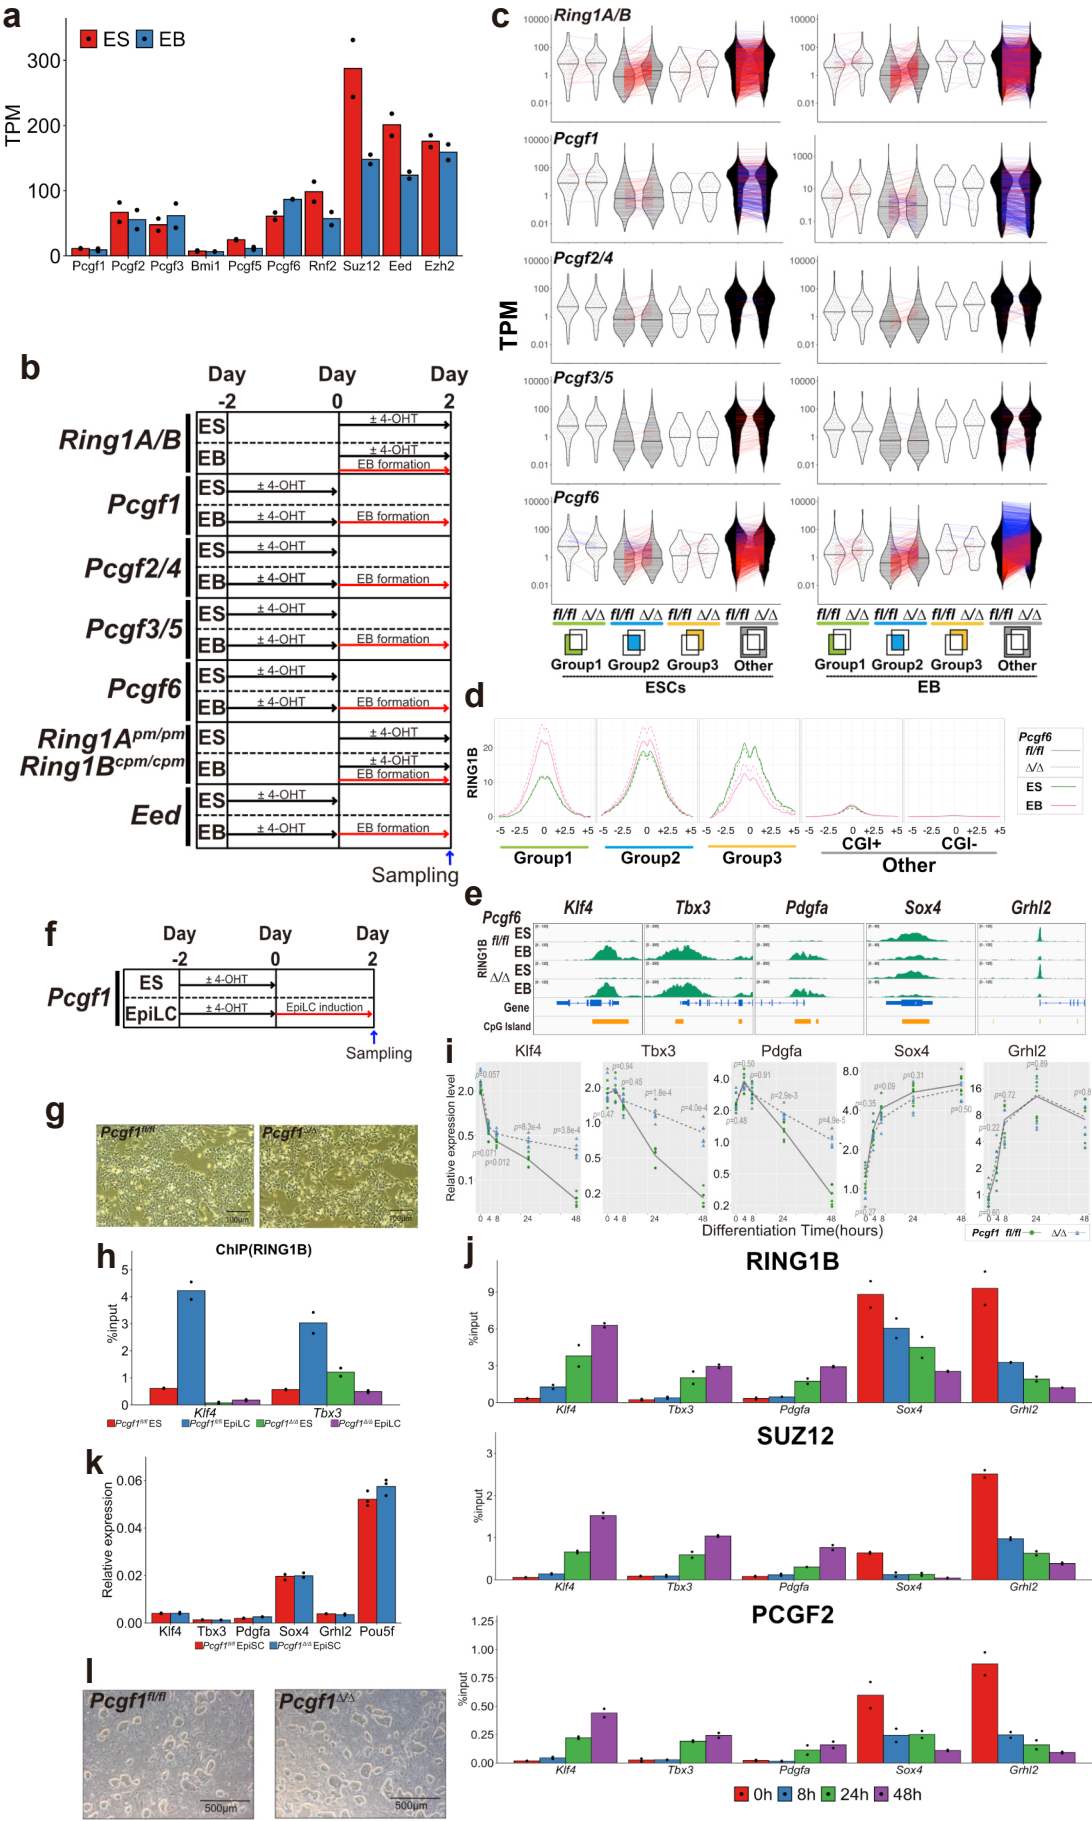

Supplementary Figure 3

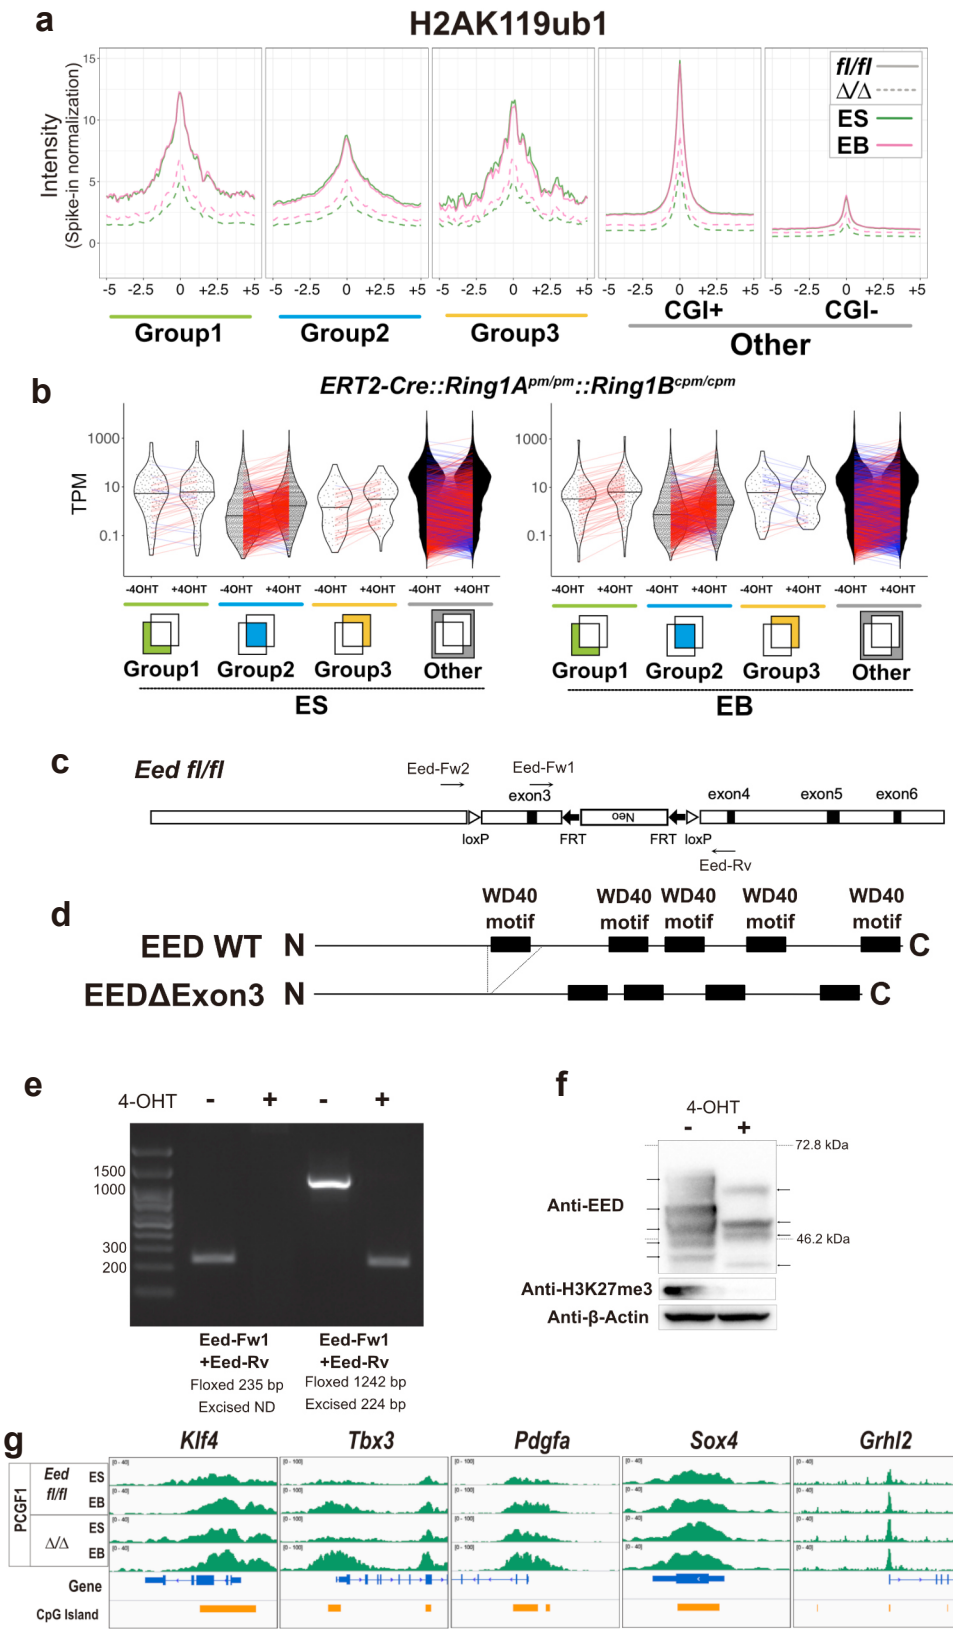

Supplementary Figure 4

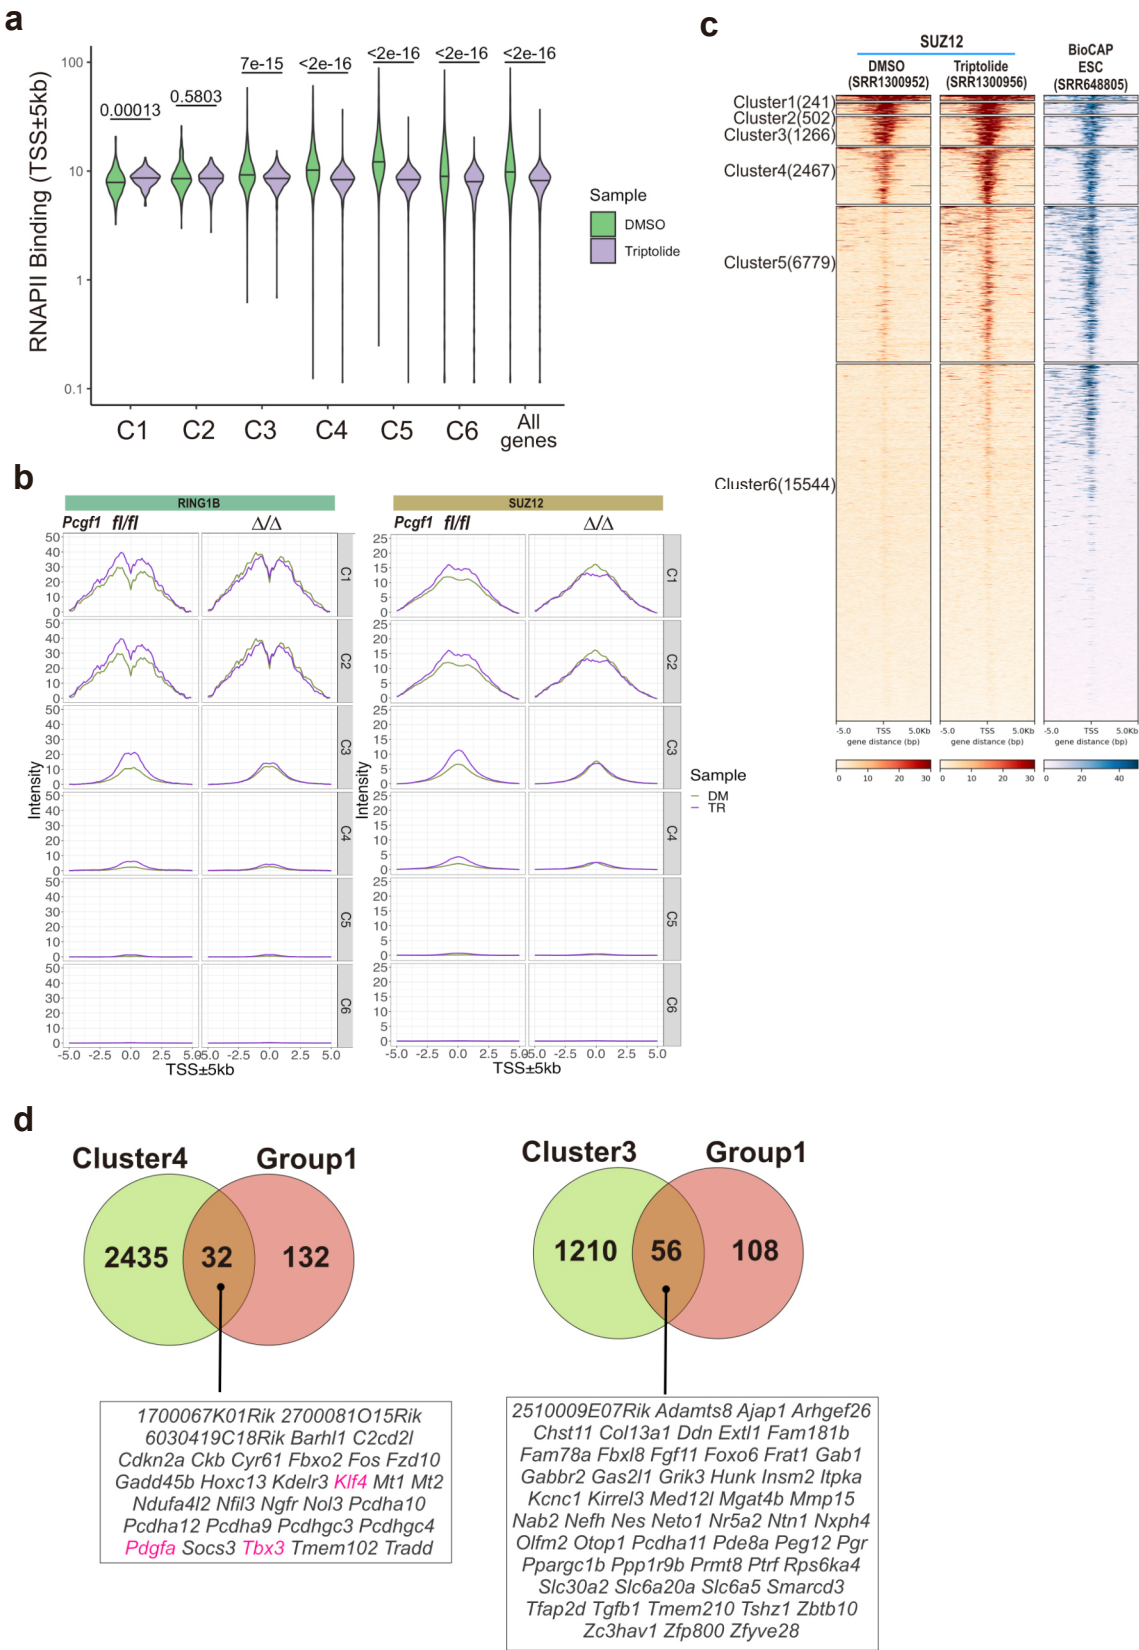

## Supplementary Figure 5

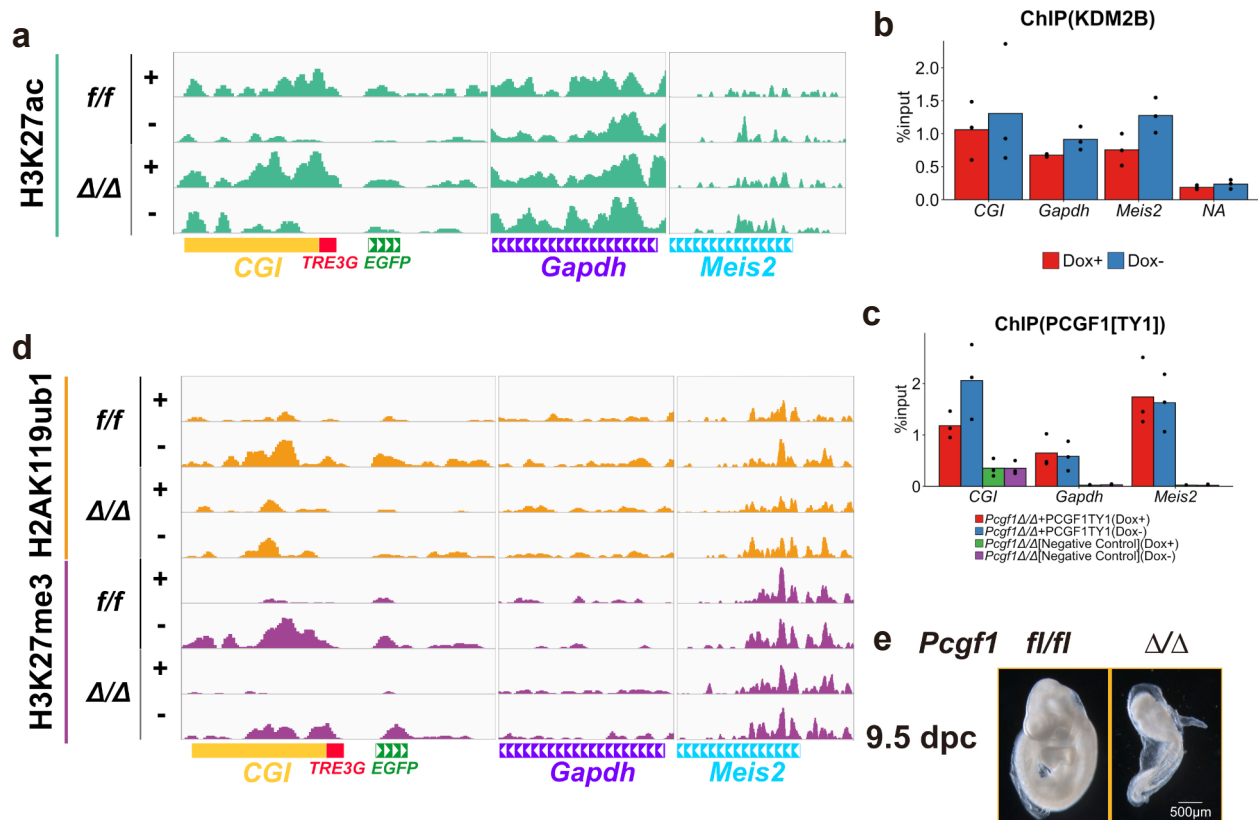

| Application                   | Name               | Sequence                                                               |
|-------------------------------|--------------------|------------------------------------------------------------------------|
| ChIP-qPCR                     | Dox_CGI_Fw         | TCCCATCTTTCTCCACGTTCT                                                  |
| ChIP-qPCR                     | Dox_CGI_Rv         | TCCTTACCCTCGTTCAGTGG                                                   |
| ChIP-qPCR                     | Klf4_Fw            | GGACCTACTTATCTGCCTTGC                                                  |
| ChIP-qPCR                     | Klf4_Rv            | GAGCCCCAAAGTCAACGAAG                                                   |
| ChIP-qPCR                     | Tbx3_Fw            | GAATTCTAGAGGCGGAGGAG                                                   |
| ChIP-qPCR                     | Tbx3_Rv            | AGTGATTGGGAGCTGGAGTAG                                                  |
| ChIP-qPCR                     | Pdgfa_Fw           | CCCCCGAAGTTTCTACCCAC                                                   |
| ChIP-qPCR                     | Pdgfa_Rv           | TGGTTTTGTCAGGGTGGTGT                                                   |
| ChIP-qPCR                     | Grhl2_Fw           | TTCTTTGCTTCCTCCCCGAC                                                   |
| ChIP-qPCR                     | Grhl2_Rv           | TCGACTGAACTTCCAACCGG                                                   |
| ChIP-qPCR                     | Sox4_Fw            | GCAAGATCATGGAGCAGTCG                                                   |
| ChIP-qPCR                     | Sox4_Rv            | CCTGGATGAACGGAATCTTG                                                   |
| ChIP-qPCR                     | Meis2_Fw           | GATGAGTGAGTGTCAGTAGG                                                   |
| ChIP-qPCR                     | Meis2_Rv           | GGTTCCGTCATTTTCGTTCTC                                                  |
| ChIP-qPCR                     | Nanog_Fw           | TAGGGTAGGAGGCTTGAGGGGGGA                                               |
| ChIP-qPCR                     | Nanog_Rv           | CAGCCTTCCCACAGAAAGCAAGACAC                                             |
| ChIP-qPCR                     | Gapdh_Fw           | CTTCGGGCCACGCTAATCTCATTT                                               |
| ChIP-qPCR                     | Gapdh_rv           | AACTCACCCGTTACACCGACCTT                                                |
| RT-qPCR                       | Pdgfa_qRT_Fw       | CTCTTGAGATAGACTCCGTAGG                                                 |
| RT-qPCR                       | Pdgfa_qRT_Rv       | ACTTCTCTTCCTGCGAATGG                                                   |
| RT-qPCR                       | Grhl2_qRT_Fw       | TTTGGTCCAACACCGTCTA                                                    |
| RT-qPCR                       | Grhl2_qRT_Rv       | CACTGGCAGCCCATACTT                                                     |
| RT-qPCR                       | Klf4_qRT-Fw        | CGGGAAGGGAGAAGACACT                                                    |
| RT-qPCR                       | Klf4_qRT-Rv        | GAGTTCCTCACGCCAACG                                                     |
| RT-qPCR                       | Tbx3_qRT-Fw        | GAACCTACCTGTTCCCGGAAA                                                  |
| RT-qPCR                       | Tbx3_qRT-Rv        | CCATTGCCAGTGTCGAAAAC                                                   |
| RT-qPCR                       | Sox4_qRT_Fw        | GCAAGATCATGGAGCAGTCG                                                   |
| RT-qPCR                       | Sox4_qRT_Rv        | CCTGGATGAACGGAATCTTG                                                   |
| RT-qPCR                       | Gapdh_qRT_Fw       | GACATGCCGCCTGGAGAAAC                                                   |
| RT-qPCR                       | Gapdh_qRT_rv       | AGCCCAGGATGCCCTTTAGT                                                   |
| PCGF1-TY1 construction        | 3TY1-mPcgf1-1st-Fw | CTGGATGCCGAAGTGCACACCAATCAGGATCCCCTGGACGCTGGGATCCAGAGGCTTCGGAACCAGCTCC |
| PCGF1-TY1 construction        | 3TY1-2nd-Fw        | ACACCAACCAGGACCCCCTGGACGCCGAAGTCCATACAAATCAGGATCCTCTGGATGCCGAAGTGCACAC |
| PCGF1-TY1 construction        | XhoI-3TY1-3rd-Fw   | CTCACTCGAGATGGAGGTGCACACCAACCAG                                        |
| PCGF1-TY1 construction        | mPcgf1-NotI-Rv     | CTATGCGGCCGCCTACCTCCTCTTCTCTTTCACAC                                    |
| CGI activity detection system | hKLF4_CGI_Fw       | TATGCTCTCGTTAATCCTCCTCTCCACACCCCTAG                                    |
| CGI activity detection system | hKLF4_CGI_Rv       | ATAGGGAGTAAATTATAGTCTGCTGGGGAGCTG                                      |

Supplementary Table 1 |Primer list

| Name           | Application                                            | Host   | Supplier                                                                                                                                                                                   |
|----------------|--------------------------------------------------------|--------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Anti-RING1B    | ChIP-qPCR(1:20)/ChIP-Seq(1:20)/Western Blotting(1:200) | Mouse  | Laboratory made(Yakushiji-Kaminatsui, N., et al. (2016). Development 143, 276-285; Bravo, M., et al. (2015). J. Cell Sci. 128; 3660-3671; Atsuta, T., et al. (2001). Hybridoma. 20(1); 43- |
| Anti-MEL18     | Anti-MEL18 ChIP-qPCR(1:20)                             | Rabbit | Laboratory made,We validated the antibody's specificity in this study(see Source file)                                                                                                     |
| Anti-KDM2B     | ChIP-qPCR(1:20)/ChIP-Seq(1:20)/Western Blotting(1:200) | Mouse  | Laboratory made, We validated the antibody's specificity in this study(see Source file)                                                                                                    |
| Anti-SUZ12     | ChIP-qPCR(1:50)                                        | Rabbit | CST (#3737S)                                                                                                                                                                               |
| Anti-H2AK119ub | ChIP-qPCR(1:50)                                        | Mouse  | Sigma(05-678)                                                                                                                                                                              |
| Anti-PCGF1     | ChIP-qPCR(1:50)/ChIP-Seq(1:50)                         | Rabbit | Laboratory made(Blackledge et al., 2014, Cell; Fursova et al., 2019, Molecular Cell)                                                                                                       |
| Anti-PCGF1     | Western Blotting(1:200)                                | Mouse  | Santa Cruz(SC515371)                                                                                                                                                                       |
| Anti-TY1       | ChIP-qPCR(1:50)                                        | Mouse  | Sigma(SAB4800032-50UG)                                                                                                                                                                     |
| Anti-H3K27me3  | ChIP-qPCR(1:50),Cut&Tag(1:100)                         | Rabbit | CST(#9733S)                                                                                                                                                                                |
| Anti-H2AK119ub | Cut&Tag(1:100)                                         | Rabbit | CST (#8240S)                                                                                                                                                                               |
| Anti-H3K27ac   | Cut&Tag(1:100)                                         | Rabbit | CST (#8173S)                                                                                                                                                                               |

Supplementary Table 2 |Antibody list

# Supplementary material for: Variant PCGF1-PRC1 links PRC2 recruitment with differentiation-associated transcriptional inactivation at target genes
**Source:** Nat Commun. 2021 Sep 9;12:5341. doi: 10.1038/s41467-021-24894-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File name: Supplementary Data 1

Description: Gene lists of Group 1, 2 and 3 genes shown in Figure 1b.

File name: Supplementary Data 2

Description: Fold change score of gene expression upon ESC-to-EB differentiation.

File name: Supplementary Data 3

Description: Gene lists of Cluster 1, 2, 3, 4, 5 and 6 genes shown in Figure 4a.

How the deposited data were processed for this re-analysis (not part of the article)

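RNA-seq data of 59 libraries from 6 conditional mouse ESC lines were used: the *Pcgf1* line (19 libraries) and the *Ring1A/B*, *Pcgf2/4*, *Pcgf3/5*, *Pcgf6* and *Ring1A*-pm; *Ring1B*-cpm lines (8 libraries each). Every line has 4 groups, ESCs and EBs with and without 4-OHT. The authors aligned the reads with STAR (version 2.5.2b) to mm9, counted reads on exons and deposited TPM, with genes listed by symbol. The paper's text does not describe the step from counts to TPM. The authors used DESeq2 (version 1.22.1) for their fold changes. DESeq2 was not used here, since it needs counts. Every library sums to 1000000 TPM. The depth of the libraries is unknown, so no counting interval or detection floor is given, and the number of genes listed at 0 is given in its place. The read length, 75 bp or 50 bp, is not stated for each library. No pair of libraries, of 1711 pairs, held identical values.

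Libraries were grouped by their sample labels. In 21 of the 32 libraries of the *Ring1A/B*, *Pcgf2/4*, *Pcgf3/5* and *Pcgf6* lines the condition in the name of the deposited file differs from the label. The labels were kept, no comparison was set up by those names, and every condition given for these lines is that of the label. In the *Ring1A/B* line, some comparisons by label hold the same libraries as comparisons by name. Control EBs against control ESCs by label are mutant against control ESCs by name. Mutant EBs against mutant ESCs by label are mutant against control EBs by name. Same-numbered libraries were treated as pairs in the block fits, on the ground of the replicate numbers in the sample labels. The r between their deviations from the group means, over genes with a mean TPM of at least 1, is given as a check of this pairing. In the *Pcgf2/4* and *Pcgf6* lines it cannot serve as one, since the replicates of each group lay on the sides of different stages. A *Pcgf1*-KO EB library is replicate 4 by its title and 5 by its characteristics. The title was used, since another library is 5 by both, and the pairs with these *Pcgf1*-KO EB libraries depend on it.

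In R (version 4.3.3), log2(TPM + 0.1) was fitted with limma (version 3.58.1), with 1 fit per line over its 4 groups, an empirical Bayes trend of the variance with the mean, and genes with a TPM above 0 in at least 1 library of the line. Genes past an adjusted *p* of 0.05 (Benjamini-Hochberg) were counted in each direction, with a log2 fold change above 2 or below -2 as well for EBs against ESCs. Group 1, 2 and 3 genes are those of Supplementary Data 1, matched by symbol. The value of a group is the median log2 fold change of its genes. It was tested with camera of limma (two-sided, preset inter-gene correlation 0.01), which compares the group with all other genes, and adjusted over 38 group results. For the *Pcgf1* line, library medians were also compared by two-sided exact permutation tests, which ignore the pairs. Their differences within same-numbered pairs, and the genes higher and lower within a pair, were added after the values had been seen, as were the ranges of targeted genes by the names of the deposited files. The clusters C1 to C3 of Supplementary Data 3 were compared within each of 4 control ESC libraries by an exact sign-flip test over libraries (two-sided). Further tests and tables used Python (version 3.11.15), numpy (version 2.4.6), pandas (version 2.3.3) and scipy (version 1.17.1), and plots were drawn with matplotlib (version 3.10.9).

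The genes named are those the paper names (*Klf4*, *Tbx3*, *Pdgfa*, *Sox4*, *Grhl2*, and the genes of PCGF, RING1 and PRC2 proteins). For *Pcgf1*-KO and 4-OHT treated point mutant ESCs and EBs, and for control EBs against ESCs of the *Pcgf1* line, the 5 genes with the highest and the 5 with the lowest log2 fold change were added, among those past the threshold with a mean of at least 1 TPM in a group and no overlap between groups. Gene positions are those of mm9. The alternatives were a pseudocount of 1, genes with a mean TPM of at least 1, median-of-ratios scaling, quantile normalization, the replicate number as a block, a fit of only the groups compared, the inter-gene correlation estimated from the libraries, fry of limma in place of camera, and leaving out each replicate in turn (not for the counts of the point mutant line). The grouping, the comparisons, these alternatives and the rule for named genes were set before the data were examined.

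The fit was tested on simulated data with the design of the *Pcgf1* line, where 37% of genes changed by a log2 of 1 and 82% of those changed by a log2 of 2 were called, with 4.7% false calls. With the design of the point mutant line these shares were 19% and 58%, with 6.1% false calls. The simulated noise was independent between genes and between libraries, without pairs or library series. The genes changed by these amounts had a mean of at least 1 TPM. In the real data same-numbered libraries of both lines deviated together, so the shares need not hold there. Supplementary Data 2 and 3 were complete only in part in the form used, so upregulated genes and clusters C4 to C6 were not analysed here. ChIP-seq, Bisulfite-seq and RT-qPCR measurements were not used here.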

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

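The comparison with other splits of the libraries and the test of the stage labels were chosen only after the result was seen; the other tests were set before it.

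Of 76 groups of 4 or 5 libraries, 6 held a library far from the others, against 3.8 by chance. The number is the library's gap to its nearest neighbour divided by the range of the group, above Dixon's critical value for its size. In *Pcgf1*-KO EBs, replicate 1 was lowest for *Ring1* (0.733) and *Pcgf2* (0.721). Replicate 1 was highest for *Rnf2* in control ESCs (0.925) and in *Pcgf1*-KO ESCs (0.717), and lowest for the Group 2 median in *Pcgf1*-KO ESCs (0.773). Replicate 2 of *Pcgf1*-KO ESCs was lowest for *Pcgf5* (0.737). Replicate 1 is the only library of its group in its library series, so a batch effect was tested: over 13400 genes it was the library farthest from the others in 3 of 4 groups. Farthest libraries of this kind may come from the library series or from the replicate itself, since the series of replicate 1 holds a single library per group, and the value of 3 cannot separate these. No biological explanation was tested.

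The mutant effect on Group 1 differed between EBs and ESCs in 3 lines. The *Pcgf1*-KO effect was 0.36 higher in EBs (adjusted *p* = 6.55e-06, limma camera, over a range of 4.31e-08 to 0.329 across the alternatives). Among 16 splits of the libraries that part every same-numbered pair and leave replicate 5 in place, 1 gave a difference as large, the real one. The smallest share they allow is 1 of 16. The effect of 4-OHT in the point mutant line was 0.52 higher in EBs (adjusted *p* = 1.2e-13), and no longer passed with fry (0.139) or the estimated inter-gene correlation (0.177), over a range of 1.28e-19 to 0.177. In the *Ring1A/B* line, by its labels, the difference was 0.93 (adjusted *p* = 1.51e-09, limma camera, over a range of 1.35e-10 to 0.134). The conditions named in the deposited data exchange mutant ESCs and control EBs, which are both subtracted in this difference. The difference is therefore the same by label and by name.

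For *Pcgf1*-KO and point mutant EBs, a delay of the whole change from ESCs to EBs was tested as a source of higher Group 1 expression. Lists of genes outside the groups were drawn 10000 times to match Group 1 in expression and in the size of the change from ESCs to EBs. Of these, 0 had a median as high as the 0.43 of 152 Group 1 genes in *Pcgf1*-KO EBs (matched median 0.02), and 0 as high as the 0.78 of 152 genes in point mutant EBs (matched median 0.30). For Group 3 in *Pcgf1*-KO EBs, 1 list had a median as low as -0.52 (matched median -0.22). On the scale of ESC-to-EB genes outside the groups, *Pcgf1*-KO EBs lay nearer to ESCs than control EBs in 5 of 5 same-numbered pairs (0.01 to 2.25 against 1.47 to 3.05), and treated point mutant EBs nearer than untreated EBs in 2 of 2 (-0.22 and -0.01 against 0.80 and 0.58). This scale was built from the control libraries of the *Pcgf1* line, which favours a smaller change in its mutant. A delay could therefore account for part of the point mutant and Group 3 values, whose matched medians of 0.30 and -0.22 are not 0. For Group 1 in *Pcgf1*-KO EBs, the matched median of 0.02 leaves little of the value to a delay. The splits of pairs cannot rule out a chance arrangement, since the real split alone makes 1 of 16. For Group 1 in *Pcgf1*-KO EBs, library medians differed by 0.67 (two-sided exact permutation test, *p* = 0.0317) and were higher in 5 of 5 pairs. No splits were run for the point mutant line. For Group 1, 0 of 10000 matched lists were as high as the real value in either line. These values argue against a delay of the whole change as the only source of the higher Group 1 expression. The lists draw genes and not libraries, so they leave a chance arrangement of the libraries open. What else raised Group 1 in these EBs was not tested.

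Genes outside Groups 1 to 3, the groups by which Fig. 2a and Fig. 3c give the changes in mutants, also differed: 138 were higher and 169 lower in *Pcgf1*-KO EBs, and 506 were higher and 145 lower in 4-OHT treated EBs of the point mutant line. For all genes of *Pcgf1*-KO EBs, 1 of 16 splits gave as many higher genes and 1 of 16 as many lower genes. A difference in scaling could favour higher genes in the point mutant line, where quantile normalization moved the share of higher genes from 83.1% to 61.7%, with 481 higher and 299 lower genes. These shares are over all genes, and the genes outside the groups were not counted by themselves under other scalings. The groups of 2 libraries of this line allow no comparison of other splits.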

How the results depend on the processing

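Results of gene groups, counts and clusters were recomputed under up to 8 settings and without each replicate in turn. Counts of the point mutant line were not recomputed without a replicate. The difference between mutant effects needs all groups of a line and has no value with only the groups compared. Where a result changed, the cause was not tested. Conditions of the *Ring1A/B*, *Pcgf2/4*, *Pcgf3/5* and *Pcgf6* lines are those of the sample labels.

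With the inter-gene correlation estimated from the libraries, 14 group results kept their side of the threshold and 24 no longer passed it, with unchanged values. In the *Pcgf1* line these were -1.33 (adjusted *p* = 0.155) and 2.16 (0.121) for Groups 1 and 3 in control EBs against ESCs and -0.93 (0.177) for Group 1 in *Pcgf1*-KO. For *Pcgf1*-KO they were 0.17 (0.451) and 0.09 (0.203) for Groups 1 and 2 in ESCs, 0.43 (0.134), 0.04 (0.343) and -0.52 (0.392) for Groups 1 to 3 in EBs, and 0.36 (0.329) for the difference of the Group 1 effects. In the *Ring1A/B* line as labelled they were 1.15 (0.155) for mutant EBs against ESCs, -0.69 (0.134) for Group 1 in ESCs, -0.05 (0.398), 0.27 (0.158) and 0.58 (0.121) for Groups 1 to 3 in EBs, and 0.93 (0.134) for the difference. In the point mutant line they were -0.42 (0.234) for untreated EBs against ESCs, 0.95 (0.166) and 0.93 (0.179) for Groups 2 and 3 in ESCs, 0.74 (0.203), 0.93 (0.177) and 0.01 (0.43) for Groups 1 to 3 in EBs, and 0.52 (0.177) for the difference. The *Pcgf3/5* values -0.43 (0.506) and 0.41 (0.512) also failed.

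With fry, 27 results kept their side, and 9 failed: 0.17 (0.506) and 0.09 (0.286) for Groups 1 and 2 in *Pcgf1*-KO ESCs, 0.04 (0.345) and -0.52 (0.139) for Groups 2 and 3 in *Pcgf1*-KO EBs, the differences 0.36 (0.286) and 0.52 (0.139), 0.01 (0.506) for Group 3 in point mutant EBs, and the *Pcgf3/5* values -0.43 (0.506) and 0.41 (0.542). The *Ring1A/B* values 0.15 (0.0177) for control EBs against ESCs and 0.19 (0.000509) for Group 2 in ESCs newly passed.

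Group 3 in point mutant EBs turned to -0.01 with a pseudocount of 1, -0.10 with genes of a mean TPM of at least 1, -0.12 with median-of-ratios scaling and -0.31 with quantile normalization. Group 3 in *Pcgf1*-KO ESCs turned to 0.02 with quantile normalization and 0.08 with the replicate block. The *Ring1A/B* control change turned to -0.08 with quantile normalization, and *Pcgf2/4* Group 1 in EBs to -0.01 with median-of-ratios scaling and -0.03 with quantile normalization. Group 2 in *Ring1A/B* ESCs passed at 0.26 with the filter on low genes and 0.18 with median-of-ratios scaling, and Group 1 in EBs failed at -0.12 with median-of-ratios scaling and -0.07 with quantile normalization.

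Of the counts, a pseudocount of 1 gave 241 higher and 357 lower genes in control EBs against ESCs, and 103 and 130 in *Pcgf1*-KO ESCs. The filter gave 43 lower genes in *Pcgf1*-KO ESCs. Median-of-ratios scaling gave 112 higher genes in *Pcgf1*-KO ESCs, and 75 and 295 lower genes in point mutant ESCs and EBs. Quantile normalization gave 120 and 369 higher genes in *Pcgf1*-KO ESCs and EBs, 167 higher genes in point mutant ESCs, and 481 higher and 299 lower genes in point mutant EBs. The block gave 522 and 572 in *Pcgf1*-KO ESCs, 994 and 1149 in *Pcgf1*-KO EBs, 1188 and 138 in point mutant ESCs, and 1666 and 390 in point mutant EBs. With only the groups compared, *Pcgf1*-KO EBs had 36 and 32, point mutant ESCs 0 and 0 (3055 and 614 at an unadjusted *p* under 0.05) and point mutant EBs 123 and 46.

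Leaving out 1 replicate gave 3 to 33 higher and 5 to 28 lower genes in *Pcgf1*-KO ESCs, and 35 to 201 higher and 32 to 113 lower genes in *Pcgf1*-KO EBs. Group 3 in *Pcgf1*-KO ESCs ran from -0.01 to 0.01. In the point mutant line, Group 3 ran from 0.64 to 1.02 in ESCs and from -0.36 to 0.02 in EBs. In the *Pcgf3/5* line, Group 1 ran from -0.80 to -0.04 in ESCs and from -0.15 to 0.86 in EBs. For *Ring1A/B* the control change ran from 0.09 to 0.19, Group 1 from -0.87 to -0.74 in ESCs and from -0.06 to 0 in EBs, Group 2 in ESCs from 0.12 to 0.22, and the difference from 0.82 to 0.95.

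For named genes, 79 results kept their direction and call with a pseudocount of 1, 95 with median-of-ratios scaling and 78 with the block, while 2, 4 and 0 weakened. Reversed were *Pcgf1* in control EBs against ESCs (0.01), *Sox4* in *Pcgf1*-KO EBs (0.02) and *Klf4* in point mutant ESCs (-0.05) with median-of-ratios scaling, and *Pdgfa* in *Pcgf1*-KO ESCs (-0.05) with the block. The depth of the libraries is unknown and limits the values of low genes, on which Group 2 rests.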

Differences from the paper's values

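For Group 3 in *Pcgf1*-KO ESCs the paper's median log2 fold change is about 0.1 in Fig. 2a, read by eye, against -0.01 here. Of the alternatives set before the data were examined, the replicate block (0.08) came near the paper's value. Quantile normalization (0.02) and leaving out replicate 4 (0.01) gave values just above 0. The filter on low genes, median-of-ratios scaling and leaving out replicate 1 or 5 gave values that round to 0. With a pseudocount of 1, only the groups compared (-0.03), the estimated inter-gene correlation, fry and without replicate 2 or 3 the value remained below 0. All of these differ from the paper's value by less than the SD of 0.61 between libraries.

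For the *Ring1A/B* line as labelled, none of these alternatives closed a gap to Fig. 2a. For Group 1 the paper's value is about 0 in ESCs in Fig. 2a, read by eye, against -0.69 here, and about 0.9 in EBs in Fig. 2a against -0.05. For Group 2 it is about 0.9 in ESCs in Fig. 2a against 0.19, and about 0.8 in EBs in Fig. 2a against 0.27. For Group 3 it is about 0.9 in ESCs in Fig. 2a against 1.84, and about -0.4 in EBs in Fig. 2a against 0.58. By the file names, the change from control ESCs to control EBs by label, 0.15 for Group 1, is mutant against control ESCs. The change from mutant ESCs to mutant EBs by label, 1.15, is mutant against control EBs. Group 3 library medians were 6.41 and 6.25 TPM in EBs named mutant and 9.76 and 9.01 TPM in EBs named control. These values lie nearer to Fig. 2a or share its direction. *Rnf2* goes against the names. If they hold, the gaps cannot count against the paper.

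For the *Pcgf6* line as labelled, the paper's Group 1 value in ESCs is about -0.2 in Fig. 2a, read by eye, against 0.09 here. Without replicate 2 (-0.01) it was no longer of the opposite sign, and with median-of-ratios scaling and quantile normalization it was 0 and 0.01. The value and all alternatives differ from the paper's value by less than the SD of 1.02 between libraries. Replicate 1 of each group lay on the side of ESCs on the stage scale and replicate 2 on that of EBs. The SDs given for this line thus include the difference between stages, and a value within them cannot show a match. The Group 2 value in EBs is about 0.4 in Fig. 2a, read by eye, against 0.11 here, and only leaving out replicate 1 (0.28) brought it to within the SD between libraries (0.26) of the paper's value. By the names of the deposited files, the libraries labelled mutant and control of each stage and replicate number in this line share a condition, so these values cannot count against an effect of *Pcgf6* loss if the names hold.

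In the point mutant line, the paper's Group 2 value in ESCs is about 1.2 in Fig. 3c, read by eye, against 0.95 here, and only leaving out replicate 1 (1.08) brought it to within the SD between libraries (0.17) of the paper's value. Its Group 3 value in EBs is about -0.4 in Fig. 3c, read by eye, against 0.01 here. Quantile normalization (-0.31) and leaving out replicate 2 (-0.36) brought it to within the SD between libraries (0.26) of the paper's value, and the others did not.

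The median log10 TPM of Group 2 genes is about -0.2 in control ESCs in Fig. 1e, read by eye, against -0.5 here, and about -0.1 in control EBs in Fig. 1e against -0.43, and no alternative closed either gap. For *Klf4* in control EBs against ESCs, the paper's log2 fold change in Supplementary Data 2 is -6.05617, against -7.12 here. It was -6.92 with a pseudocount of 1, -7.07 with median-of-ratios scaling and -7.28 with the replicate block, none of which closed the gap.

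Beyond these values, the paper states no effect for *Pcgf3/5* loss, where Group 1 by the labels was at -0.43 in ESCs and 0.41 in EBs (adjusted *p* = 7.93e-05 and 0.00015, limma camera), values that fail the threshold with fry or the estimated inter-gene correlation. Without replicate 2 they were -0.04 and -0.15. The replicate 2 libraries labelled mutant ESC and mutant EB lay on the side of the other stage, so these values cannot count against the paper's statement. For the *Ring1A/B* line the paper states that Group 1 did not fall in mutant EBs, while by the labels it was also at 0.15 from control ESCs to control EBs here. By the file names, the comparison that gave 0.15 is mutant against control ESCs. *Klf4* and *Tbx3* did not pass the threshold in *Pcgf1*-KO EBs (adjusted *p* = 0.124 and 0.0668), though the block calls both (0.045 and 0.00998) and median-of-ratios scaling calls *Tbx3* (0.0322), over ranges of 0.045 to 0.134 and 0.00998 to 0.0717.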

Other observations

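The comparison with other splits of the libraries and the tests of the stage labels and of library scaling were chosen only after the result was seen, and so were the correlation from which a gene counts as following the fibroblast markers and the look at the point mutant line for the same question.

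Libraries labelled mutant EBs of the *Ring1A/B* line, against those labelled control EBs, had a median log2 fold change of 0.27 in Group 2 (adjusted *p* = 0.0231, limma camera; 0.0222 with the replicate block; 0.000509 to 0.158 over the alternatives) and 0.58 in Group 3 (adjusted *p* = 4.13e-06; 5.69e-06 with the block; 5.32e-07 to 0.121 over the alternatives).

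Of the 32 libraries of the *Ring1A/B*, *Pcgf2/4*, *Pcgf3/5* and *Pcgf6* lines, 14 lay on the side of the other stage than their label on the scale of ESC-to-EB genes, and 0 on the side of the other stage than the condition in the name of the deposited file. Of 18 libraries of *Pcgf1*-KO and the point mutant line, 0 lay off their label. Exchanged labels are a candidate explanation for the 14 libraries. The scale shows the stage and not the genotype. By the labels of these 4 lines, the targeted genes were higher in every library labelled mutant in 1 of 12 comparisons, lower in every one in 2 (*Rnf2* at both stages) and neither in 9. Those 2 comparisons of *Rnf2* set libraries on the side of EBs against libraries on that of ESCs, so they cannot tell a deletion from a stage difference. *Pcgf6* goes against the labels of its line and with the file names: it was at 34.7 to 46.3 TPM in the 4 libraries named mutant and at 67.1 to 105 TPM in the 4 named control, and each set holds 2 libraries on either side of the stage scale. Over the 4 lines, the targeted genes were lower in every library named mutant in 4 of 12 comparisons by name, higher in every one in 6 and neither in 2, so they do not settle the genotype in the other lines. *Rnf2* was lower in every *Ring1A/B* library labelled mutant and higher in every one named mutant. The ranges by name were looked at after the values had been seen, and no test was set up under other labels. In the *Ring1A/B* line, the changes from ESCs to EBs by label hold the libraries of mutant against control by name.

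Among same-numbered pairs of the *Pcgf1* line, 16 splits that part every pair were run. They exchange replicates 1 to 4 and leave replicate 5 in place, also where it has a partner. A share below 1 of 16 cannot be reached with them. For the results in control EBs against ESCs, 1 split gave a result as large for Groups 1 and 3 and for the higher and lower genes, and 9 did for Group 2. For Group 1 in *Pcgf1*-KO EBs against ESCs it was 1. In *Pcgf1*-KO ESCs it was 1 for Groups 1 and 2 and for the higher and lower genes, and 12 for Group 3. In *Pcgf1*-KO EBs it was 1 for Groups 1 and 3 and for the higher and lower genes, and 4 for Group 2. For control EBs against ESCs, the split that exchanges all 4 pairs and leaves EB replicate 5 in place gave 599 higher and 525 lower genes, close to the mirror of the real split. Other splits of the libraries exchange replicate 5, where it has a partner, or leave some pairs together, and were not counted.

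ESCs were cultured on MEFs, so RNA of fibroblasts could lower Group 1 in EBs. *Col1a1* was at 168 ± 42.1 TPM (SD, n = 4) in control ESCs and 5.43 ± 2.32 TPM (SD, n = 5) in control EBs of the *Pcgf1* line, and 9 of 12 fibroblast markers were lower in EBs (median log2 fold change -3.18). Of the 153 Group 1 genes, 21 followed the markers with r of at least 0.8 over 6 control ESC libraries, and their median was -2.76. Without them the Group 1 value was -1.15. The 6 libraries are of 2 lines that differ in *Col1a1* (6.27 TPM in the point mutant line), so r also follows any other difference between the lines, and leaving out even the 21 lowest of the 153 genes would give -1.06. This test therefore cannot tell the fall of Group 1 in the *Pcgf1* line apart from a loss of fibroblast RNA. In untreated cells of the point mutant line, where *Col1a1* was at 6.27 TPM in ESCs and 3.01 TPM in EBs, Group 1 also fell, by -0.42 (adjusted *p* = 4.8e-09, limma camera, and 2.47e-10 to 0.234 over the alternatives), and *Klf4*, *Tbx3* and *Pdgfa* by -2.58, -2.62 and -2.32, so a fall is seen with little fibroblast RNA. How much of the larger value in the *Pcgf1* line comes from fibroblasts remains open. An immediate early response in ESCs could also contribute. Without the 3 listed genes of this kind in Group 1, the value was -1.31, but genes that respond later are not in the list, so this explanation remains open.

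A difference in scaling could contribute to the higher Group 2 expression in 4-OHT treated ESCs of the point mutant line, where the median log2 fold change was 0.95 and, after quantile normalization, 0.50. Group 2 remained above 0 under this scaling.

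In *Pcgf1*-KO EBs and 4-OHT treated point mutant EBs, 66 higher genes were shared, of 222 and 760 among 19495 genes tested in both lines, against 8.65 by chance (Fisher's exact test, one-sided, *p* = 6.16e-40, with genes that are not independent). Group 1 held 9 of them, *2510009E07Rik*, *Adamts8*, *Fbxo2*, *Mapt*, *Mgat4b*, *Pdgfa*, *Ptrf*, *Tgfb1* and *Tradd*, listed after their values were seen. Of the lower genes, 7 were shared, against 1.41 by chance (*p* = 0.000556, the same exact test).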
